# The founder-cell transcriptome in the *Arabidopsis apetala1 cauliflower* inflorescence meristem

**DOI:** 10.1186/s12864-016-3189-x

**Published:** 2016-11-03

**Authors:** Anneke Frerichs, Rahere Thoma, Ali Taleb Abdallah, Peter Frommolt, Wolfgang Werr, John William Chandler

**Keywords:** *apetala1 cauliflower*, *Bract*, *DORNRÖSCHEN-LIKE*, Fluorescence-activated cell sorting, Inflorescence meristem, Lateral organ founder cell, RNA-seq, Transcriptome

## Abstract

**Background:**

Although the pattern of lateral organ formation from apical meristems establishes species-specific plant architecture, the positional information that confers cell fate to cells as they transit to the meristem flanks where they differentiate, remains largely unknown. We have combined fluorescence-activated cell sorting and RNA-seq to characterise the cell-type-specific transcriptome at the earliest developmental time-point of lateral organ formation using *DORNRÖSCHEN-LIKE::GFP* to mark founder-cell populations at the periphery of the inflorescence meristem (IM) in *apetala1 cauliflower* double mutants, which overproliferate IMs.

**Results:**

Within the lateral organ founder-cell population at the inflorescence meristem, floral primordium identity genes are upregulated and stem-cell identity markers are downregulated. Additional differentially expressed transcripts are involved in polarity generation and boundary formation, and in epigenetic and post-translational changes. However, only subtle transcriptional reprogramming within the global auxin network was observed.

**Conclusions:**

The transcriptional network of differentially expressed genes supports the hypothesis that lateral organ founder-cell specification involves the creation of polarity from the centre to the periphery of the IM and the establishment of a boundary from surrounding cells, consistent with bract initiation. However, contrary to the established paradigm that sites of auxin response maxima pre-pattern lateral organ initiation in the IM, auxin response might play a minor role in the earliest stages of lateral floral initiation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3189-x) contains supplementary material, which is available to authorized users.

## Background

The development of the aerial plant body depends on the activity of the shoot apical meristem (SAM), whereby pluripotent stem cells transit from the central stem-cell zone towards the periphery and become specified as lateral organ founder cells (LOFCs) depending on their precise position. Coordinated cell divisions within small groups of LOFCs create an organ primordium that then acquires fate [1]. In *Arabidopsis thaliana*, leaves are initiated during the vegetative phase and axillary meristems remain dormant; in contrast, the floral transition consists of biphasic meristem identity, in which secondary inflorescences initiate in the axils of cauline leaves in a pre-floral inflorescence phase and following the complete acquisition of reproductive competence, floral primordia are initiated in the axils of subtending bracts [2], whose outgrowth in *Arabidopsis* is subsequently suppressed. Thus, consistent with phytomer theory, the floral meristem (FM) can be considered as an axillary meristem, whose initiation depends on that of the cryptic bract [3]. Bract growth is known to be linked with floral organ initiation [4] and a genetic determinant of bract identity and growth, *LEAFY* (*LFY*), also regulates floral primordium formation.

Groups of LOFCs in the IM are characterised by transcription of the *DORNRÖSCHEN-LIKE* (*DRNL*) AP2-type transcription factor gene in a spiral phyllotaxy from near the centre of the IM towards the morphologically apparent stage 1 floral buttress [5]. Here, the population of *DRNL*-expressing LOFCs bifurcates into two foci; one at the tip of the floral buttress where the abaxial sepal will develop [6] and the other basally at the cryptic bract position. Bract development in *lfy* and *puchi* mutants disrupts the unidirectional sequence of first-whorl floral organ initiation of wild type [6], which suggests a complex developmental dynamism of founder-cell specification and overlapping positional information for the abaxial sepal and bract in the wild type IM. LOFC specification in the outer floral whorl of sepals occurs in the absence of stem-cell markers such as *CLAVATA3* (*CLV3*) or *WUSCHEL* (*WUS*) at the IM periphery, which regain activity after initation of the abaxial sepal, when a furrow separates the stage 2 primordium from the IM [7, 8].

A suitable genetic background in which to study the earliest stages of FM initiation is the *apetala1 cauliflower* (*ap1 cal*) double mutant, which overproliferates IMs before the delayed production of FMs [9]. The resulting inflorescence apices are massively enriched in synchronised IMs that specify LOFCs in a spiral phylotaxy at the IM periphery according to *DRNL* expression [6]. The *ap1 cal* genetic background has been combined with appropriate cell-type-specific fluorescent markers and used for fluorescence-activated cell sorting (FACS) coupled with microarray analysis to transcriptionally profile the meristem stem-cell niche [8, 10] or with chromatin immunoprecipitation analyses to identify the physical targets of MADS-box transcription factors [11]. The synchronisation of IMs in the *ap1 cal* apex restricts analyses to a short developmental window and the *DRNL::GFP-*expressing LOFCs can be separated via FACS from their non-expressing neighbours for comparative transcriptome analysis. This provides access to the earliest phase of cell-type specification in the IM peripheral zone.

The initiation of lateral organs involves the repression of the class I *KNOX* genes *SHOOTMERISTEMLESS* (*STM*) and *BREVIPEDICELLUS* (*BP*) by the ASYMMETRIC LEAVES1 (AS1) and AS2 transcription factors to promote cell differentiation [12]. In *Arabidopsis*, auxin is also a positional determinant, because polar auxin transport generates auxin response maxima at sites of incipient FM initiation [13] and mutation of the auxin polar transport and signalling components *PIN-FORMED1* (*PIN1*) and *MONOPTEROS* (*MP*) completely blocks the formation of FMs [14, 15]. The downstream signalling cascade from MP in lateral organ initiation is partially known and includes the LFY, AINTEGUMENTA (ANT), AINTEGUMENTA-LIKE6 (AIL6) and FILAMENTOUS FLOWER (FIL) transcription factors [16, 17]. However, auxin response is not the only phyllotactic signal, and it co-functions with cytokinin signalling via ARABIDOPSIS HISTIDINE PHOSPHOTRANSFER PROTEIN 6 (AHP6) [18]. *AHP6* is a target gene of DRNL [19] and the *AHP6* and *DRNL* expression domains only partially overlap with that of the *DR5* auxin response reporter and are more distal towards the IM periphery [6], indicating polarity with respect to auxin or cytokinin response. Polarity is an iterating scheme in lateral organ development in the IM, starting with progenitor cell divisions that occur near the central zone and defining an outward trajectory along an ad-/abaxial axis [20]. Furthermore, the polarity of the floral meristem is affected by several genes, including *BLADE ON PETIOLE1* (*BOP1*) and *BOP2* [21, 22], *YABBY* (*YAB*) [23] and *ETTIN* [24].

Despite the identification of some components of the gene regulatory networks (GRNs), including hormonal signals, which affect lateral organ initiation at the IM periphery, several problems remain: firstly, whether auxin or cytokinin signalling is causal or correlative with respect to LOFC specification; secondly, the relative timing of FM initiation in the axils of cryptic bracts within the IM, according to phytomer theory and thirdly, the basis of the interplay between founder-cell recruitment for the bract and FM, as is suggested by the altered series of sepal initiation in *puchi* and *lfy* mutants [6]. Resolving these issues is facilitated by detailed knowledge of the GRNs that are active in LOFCs compared to in the IM. Similar data are available at a single-cell resolution for specification of the hypophysis [25], lateral-root founder cells (reviewed in [26]), the endodermis/cortex initial [27] and the root phloem [28].

To optimise the resolution of studying the LOFC GRN, here, we have combined FACS using the *DRNL::GFP* founder-cell marker in the *ap1 cal* genetic background and RNA-seq, to capture the LOFC transcriptome at the earliest developmental time-point of lateral organ formation at the IM periphery. Next-generation sequencing, and especially RNA-seq [29], has become the method of choice for genome-wide transcriptional profiling, due to its ability to quantitate transcript expression over a large dynamic expression range and has to date been used in *Arabidopsis* to characterise the transcriptomes of pollen [30] and wild-type or homeotic mutant flowers [31]. We show here, that the combined use of FACS/RNA-seq is suitable to address cellular decisions in the SAM at a resolution not previously achieved. The LOFC transcriptome data represent a unique resource that allows the interrogation of aspects of transcriptional control and the molecular pathways that enable founder-cell specification, and that in comparison to the *ap1 cal* IM transcriptome, depicts the molecular repertoire that accompanies the cellular specification of bract, sepal or FM tissue at the IM periphery.

## Results

### Isolation of *DRNL::GFP*-expressing cells from *ap1 cal* inflorescence apices

The cauliflower inflorescence phenotype of the *ap1 cal* double mutant (Fig. 1a) results from the initiation of lateral meristems at the IM periphery that retain IM identity and initiate secondary or tertiary IM meristems in a spiral phyllotaxy, which is revealed by imaging of the lateral organ founder-cell (LOFC) marker *DRNL::GFP* (Fig. 1b). Expression of *DRNL::GFP* continues for 1–2 h after protoplasting (Fig. 1c) which allows the GFP+ protoplasts to be collected via FACS, as schematically depicted in Fig. 1d. A representative scattergraph shows the separation of GFP+ and GFP− protoplasts in Fig. 1e and based on several analytical and preparative FACS experiments, GFP+ protoplasts represent maximally 10 % of the total protoplasts. The mean total RNA yield in four preparative FACS experiments from GFP+ and GFP– cells was 278.4 ng/100,000 protoplasts and individual samples were normalised prior to cDNA synthesis and RNA-seq analyses. The data discussed below are based on at least 65 million mapped 100-bp reads for each RNA sample in four biological replicates. 

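The 4 libraries of GFP+ protoplasts, the 4 of GFP− protoplasts and the 2 of unsorted ap1 cal IM apices are compared here in the FPKM values that the authors deposited for each library, computed with Cufflinks after mapping to TAIR10 with TopHat2. For each pair of groups the authors also deposited group means of normalised read counts (NRC), a fold change and a p-value from DESeq2. No standard error stands beside these means and folds. Log2(FPKM + 0.1) was fitted with limma 3.58.1, and every log2 fold change given here is on this scale. The test took the 21904 genes with a mean FPKM of at least 0.2 over the GFP+ and GFP− libraries, and 21509 and 22158 genes for GFP+ and GFP− protoplasts against apices, and called a gene at a Benjamini-Hochberg adjusted p of at most 0.01 and a fold of at least 1.5. GFP+ and GFP− libraries that carry the same replicate number deviate from their group means together (r = 0.361 to 0.544, against at most 0.117 between different numbers), so a second fit took the replicate number as a block, and its values stand beside those of the first where the call changes. Depth was estimated from the steps between low FPKM values in genes without introns, which gave 23.2, 27.2, 38.6 and 37.7 M fragments (M, 10 to the power of 6) for GFP+, 18.1, 17.2, 33.6 and 36.8 M for GFP− and 22.1 and 18.7 M for apices. If each fragment is a pair of 100-bp reads, these are 34.3 to 77.2 M reads per library, beside the paper's figure of at least 65 M.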

As confirmation of the FACS efficiency (Fig. 1f), the mean number of absolute GFP sequence reads increased more than 100-fold from ~12 in GFP− protoplasts to ~1,338 reads in GFP+ protoplasts.

**Fig. 1:**
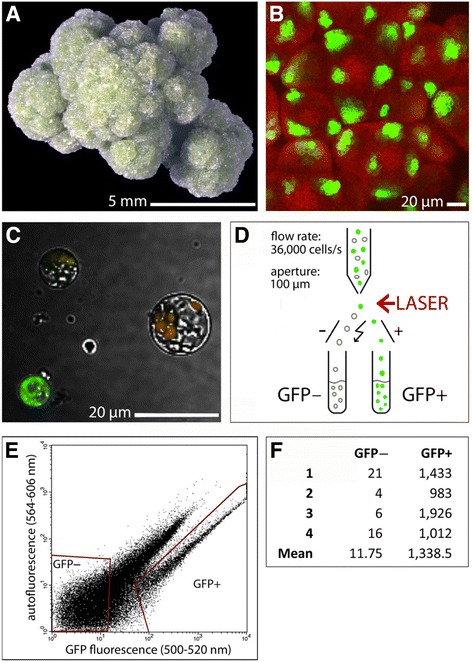
**a** An *ap1 cal* inflorescence at the stage used for following fluorescence-activated cell sorting (FACS), illustrating the massive overproliferation of inflorescence meristems before the initiation of floral meristems. **b** A confocal image of *DRNL::erGFP* expression in the *ap1 cal* inflorescence showing *DRNL* expression in phyllotactic founder-cell populations of incipient lateral organs in reiterating inflorescence meristems; red represents chlorophyll autofluorescence. **c** A confocal image of GFP+ and GFP– protoplasts following FACS of protoplasts from *ap1 cal*/*DRNL::GFP* inflorescences. **d** A schematic work flow to show the separation of GFP+ and GFP– cells via FACS. **e** A FACS scattergraph of the protoplasts showing the fractions collected for RNA-seq according to the output from GFP fluorescence and autofluorescence. **f** A table showing the absolute counts of *GFP* sequence reads in the RNA-seq data of GFP+ and GFP– protoplasts following FACS from four independent samples

To estimate the consequences of protoplast preparation on the transcriptome, we compared the RNA-seq data from GFP+ and GFP– protoplasts to those from RNA directly obtained from unsorted whole apices of *ap1 cal* inflorescences and focussed on nuclear genes, i.e., we excluded 133 chloroplast and 146 mitochondrial genes from comparative analyses. Out of 33,279 nuclear *Arabidopsis* genes, 21,870 were transcribed in unsorted *ap1 cal* inflorescence apices (Fig. 2a) and the number of expressed genes increased to 23,053 in GFP+ protoplasts, or 24,558 in GFP– protoplasts, calculated as normalised read counts (NRC; see Methods ≥1).

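At an FPKM of at least 1, GFP− protoplasts expressed more nuclear genes than GFP+ protoplasts, with 19252.2 ± 142.4 against 18247.5 ± 124.7 (mean ± SD, n = 4 libraries each, exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow). The 2 libraries of apices had 18264 and 18349 such genes. The permutation test does not use the replicate numbers. In group means, 16890 genes reached this level in all 3 groups, 1267 in GFP− but not GFP+ protoplasts, and 167 in GFP+ but not GFP− protoplasts. The phloem regulator *APL* (0.398 against 11.1 FPKM in GFP+ and GFP−) and the sucrose exporter *SWEET12* (0.403 against 8.89) are among the genes that reached it in GFP− but not GFP+ protoplasts, and *DRNL* and the abaxial gene *YAB5* (11.4 against 0.711) among those that reached it in GFP+ but not GFP− protoplasts. The paper counts at an NRC of at least 1, and 21870 genes reach it in apices and 23053 in GFP+ protoplasts in the authors' deposited table of GFP+ against apices, and 21457 in apices and 24558 in GFP− protoplasts in that of GFP− against apices.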

**Fig. 2:**
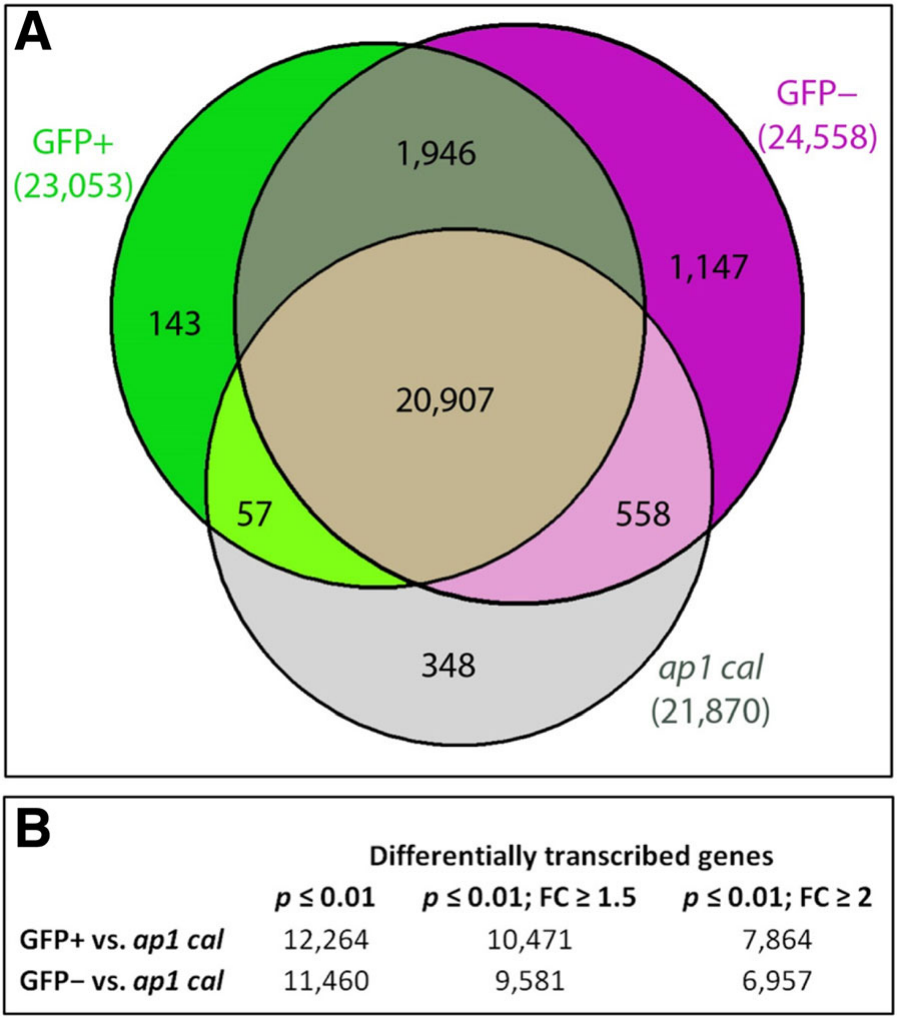
**a** A Venn-diagram depicting the overlap in the number of transcribed genes (normalised read counts ≥ 1) in populations of GFP+ protoplasts (23,053 transcribed genes in total), GFP– protoplasts (24,558 in total) and unsorted *ap1 cal* inflorescence apices (21,870 in total). **b** Summary of the number of differentially transcribed genes at different probability and cut-off values (*p* ≤ 0.01; *p* ≤ 0.01and FC ≥ 1.5, or *p* ≤ 0.01 and FC ≥ 2.0) when the GFP+ or GFP– transcriptome was compared with that of the unsorted *ap1 cal* IM

In bilateral comparisons between the *ap1 cal* transcriptome and those of GFP+ and GFP– protoplasts, a total of 20,907 genes were commonly transcribed. Cell-wall digestion for protoplast preparation thus increased the number of transcribed genes (NRC ≥ 1) by 2,146 to 23,053 in GFP+ protoplasts and by 3,651, to 24,558 genes in GFP− protoplasts relative to unsorted *ap1 cal* IMs. The majority of the genes activated by protoplasting (1,946 in Fig. 2a), were shared by both GFP+ and GFP− protoplast populations and according to gene ontology (GO) enrichment analysis for the domain “Cellular component”, mainly group into the functional categories: *nucleus*, *other membranes*, *other cytoplasmic components* and *extracellular*. 

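Genes of wounding and stress are among those activated most strongly in protoplasts. *CML37*, a calmodulin-like gene induced by wounding, had 1155 FPKM in GFP+ and 1512 in GFP− protoplasts and 0.769 in apices, and *MYB15*, a regulator of stress and defence genes, had 323, 425 and 0.312. *AOC2*, which encodes an enzyme of jasmonate synthesis, went from 0.0962 in apices to 255 and 433. In group means, 1307 nuclear genes were at an FPKM of at least 1 in both kinds of protoplast and below it in apices, and 550 were at this level in apices alone.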

The differentially expressed transcripts activated by protoplasting in GFP+ and GFP– protoplasts cannot be distinguished by specific GO categories and possibly relate to a higher cell-type diversity in the GFP− sample. Protoplasting not only activated additional genes, but also affected differential gene expression; at a threshold of *p* ≤ 0.01, 12,264 nuclear genes were differentially transcribed in the GFP+/*ap1 cal* comparison and slightly fewer genes (11,460) in the GFP−/*ap1 cal* comparison. 

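Against apices, 3458 genes were higher and 4646 lower in GFP+ protoplasts, and 3253 were higher and 4073 lower in GFP− protoplasts (limma, n = 4 against 2 libraries). With either library of apices left out the counts were 1992 to 2079 higher and 1621 to 1691 lower in GFP+ and 1595 to 1700 higher and 303 to 310 lower in GFP−. Genes that rose strongly in both comparisons include *CML37* (log2 fold change 10.62 in GFP+, adjusted p = 2.01e-06, and 11.00 in GFP−, adjusted p = 5.64e-06), *RRTF1* (10.42 and 10.80, adjusted p = 6.54e-07 and 1.28e-06), which encodes a redox-responsive transcription factor, and *ZAT12* (9.26 and 9.46, adjusted p = 1.52e-07 and 2.94e-07), a zinc-finger gene of oxidative stress. Of 28 tested genes of wounding and jasmonate response, 24 rose and 3 fell in each comparison, with a median log2 fold change of 4.67 in GFP+ and 5.14 in GFP−, and adjusted over the list alone the count was 24 and 24. The camera test called this list in GFP+ (adjusted p = 3.97e-14) and GFP− (adjusted p = 9.69e-17), and with an estimated correlation between genes only the GFP− call was kept (adjusted p = 0.135 and 0.0441). Genes of heat and unfolded-protein stress rose in 10 of 12 cases in GFP+ and 11 of 12 in GFP− protoplasts, and none fell. A broader list of heat shock protein genes, grouped by description, had 16 of 57 higher and 13 lower in GFP+. In GFP− it had 18 of 58 higher and 9 lower, and camera called it in neither (adjusted p = 0.183 and 0.0701). The split between rises and falls depends on the scaling, since the share of calls that are higher was 42.7% and 44.4% as deposited and 53.8% and 74.3% after median-of-ratios scaling, which moved the median log2 fold change of all genes from −0.218 to 0.00284 and from −0.347 to 0.0798.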

Implementing a minimal fold-change (FC) ≥ 1.5 (*p* ≤ 0.01), reduced the number of genes responding to cell wall digestion to 10,471 and 9,581 genes in the GFP+/*ap1 cal* and GFP−/*ap1 cal* comparisons*,* or at a higher stringency of FC ≥ 2 (*p* ≤ 0.01), to 7,864 or 6,957 differentially expressed genes, respectively (Fig. 2b). In each case, more common genes were present in the transcriptome of GFP− protoplasts and the unsorted *ap1 cal* IM than between GFP+ protoplasts and the *ap1 cal* IM, which possibly relates to the small fraction of cells expressing *DRNL::GFP* in the *ap1 cal* IM (Fig. 1b), depicted in the FACS scattergraph (Fig. 1e). 

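The medians of phloem and xylem lists lay further below apices in GFP+ than in GFP− protoplasts, while the medians of the epidermal list and of a procambial list without the genes of Table 1 differed little between them. The phloem list had a median log2 fold change against apices of −4.49 in GFP+ and −0.96 in GFP− protoplasts, with 14 and 6 of 15 genes lower, the xylem list −3.50 and −1.54 (11 and 1 of 14 genes lower), the epidermal list −1.28 and −1.52 (8 and 9 of 12 genes lower) and the procambial list −1.66 and −1.49 (6 and 2 of 8). *SUC2*, the sucrose carrier of companion cells, had 56.4 and 64.0 FPKM in the 2 libraries of apices, 30.9 ± 3.37 in GFP− and 1.58 ± 1.16 in GFP+ protoplasts (mean ± SD, n = 4), and *CER4*, a gene of wax synthesis in the epidermis, had 44.4 and 42.6, 8.36 ± 2.92 and 0.320 ± 0.262. *CER4* is outside the epidermal list, whose lowest log2 fold change against apices in GFP+ was −3.37 (−6.95 for *CER4*). Across all genes the mean distance to apices was 272.8 for GFP− and 291.4 for GFP+ libraries in log2 units. In these comparisons the paper counts fewer genes that differ between GFP− protoplasts and apices and proposes that the small share of DRNL::GFP cells in the ap1 cal IM may account for it (Fig. 2b).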

A principal components analysis (Fig. 3a) on gene expression showed that the biological replicates for GFP+ and GFP− protoplasts and for *ap1 cal* apices clustered together, but that each set of cell-specific samples was distinct, demonstrating the reproducibility and statistical reliability of the data. 

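GFP+ and GFP− libraries separate from each other and both lie far from the apices. The mean distance between GFP+ and GFP− libraries was 164.9 in log2 units over 21986 genes, against 112.0 within GFP+, 122.2 within GFP− and 81.53 between the 2 libraries of apices. Among all 35 ways to split the 8 protoplast libraries into 4 and 4, the real split gave the largest excess of distances between groups over distances within them (47.82, exact permutation p = 0.0286). The test treats the libraries as unpaired, although those of the same replicate number deviate together, so its p-value is not exact for paired libraries. PC1 held 60.1% of the variance and parted protoplasts from apices, PC2 held 18.2% and parted GFP+ from GFP−, and PC3 held 7.71%. Positions on PC2 ranged from 25.5 in GFP+ replicate 4 to 77.0 in GFP+ replicate 1, and from −79.1 to −55.2 in GFP−.

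**Figure D1:**
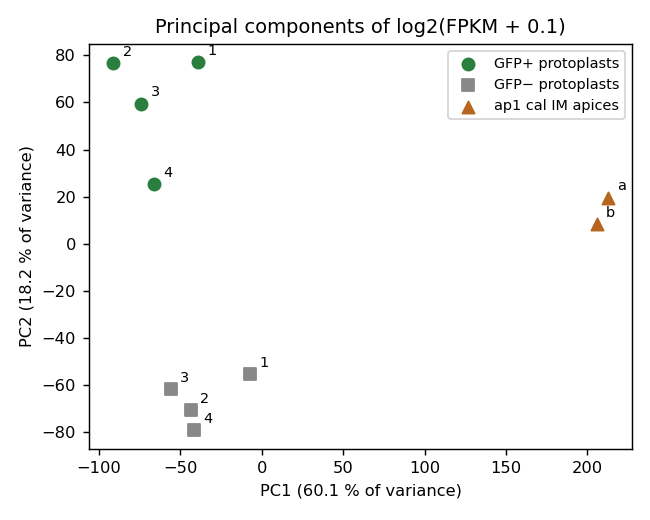
Principal components 1 and 2 of the 10 libraries in log2(FPKM + 0.1). Numbers and letters give the replicate.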

The complete RNA-seq dataset is available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/).

**Fig. 3:**
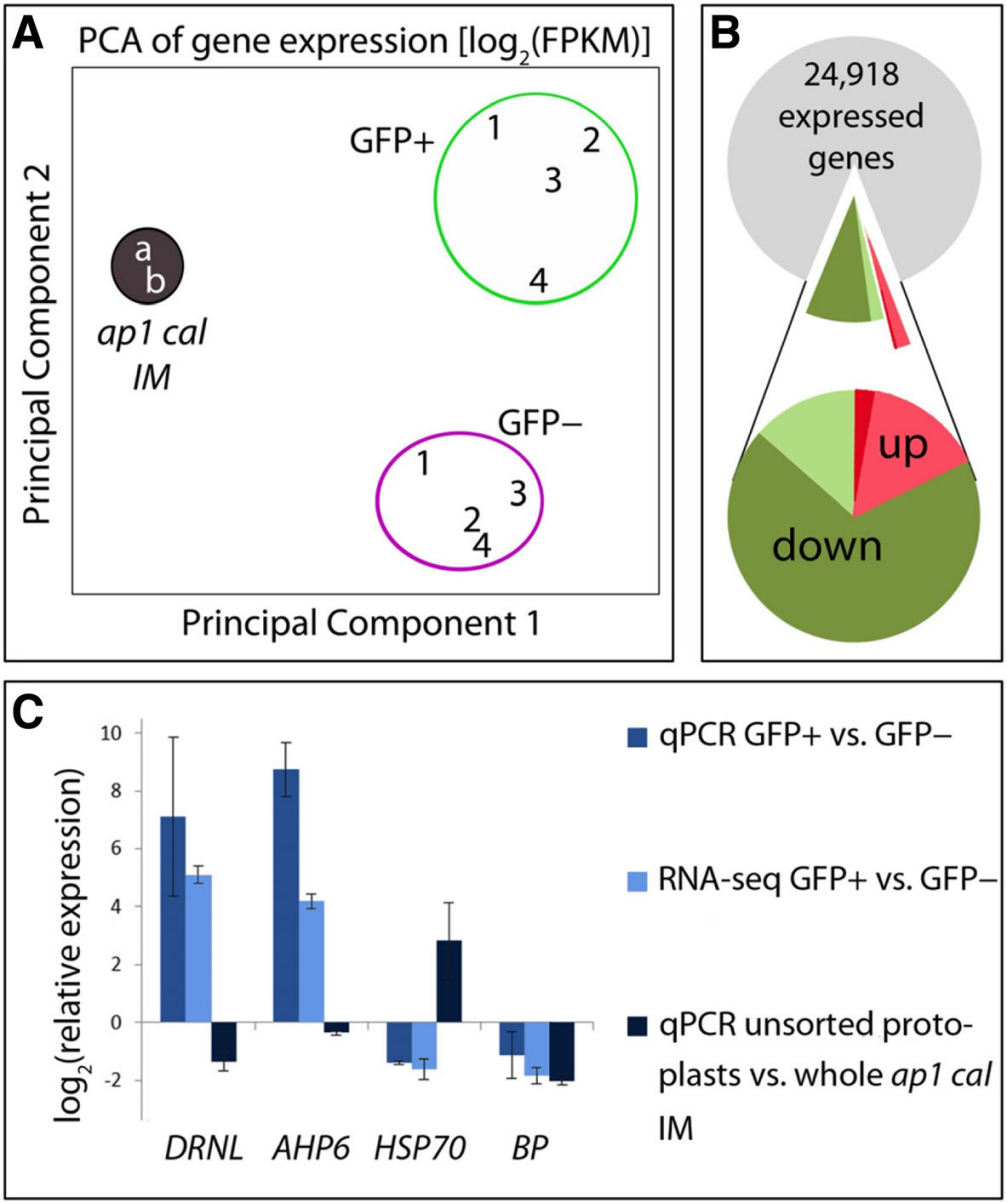
**a** Principal component analysis (PCA) of global gene expression from different biological replicates of RNA samples for RNA-seq. Expression estimates were log-transformed and subjected to PCA using a covariance matrix. The biological replicates clustered together, whereas the different cell types were distinct. **b** A pie chart representing the number of differentially expressed genes from *DRNL::GFP ap1 cal* apices. Out of 24,918 expressed transcripts (NRC ≥ 1 in the GFP+/GFP− comparison in at least one of the type of protoplasts), the proportion significantly up-regulated (*p* ≤ 0.01; fold-change ≥ 1.5 light and dark-red; fold-change ≥ 2.0 dark red) or downregulated (*p* ≤ 0.01; fold-change ≥ 1.5 light and dark-green; fold-change ≥ 2.0 dark green) in GFP+ protoplasts compared to GFP– protoplasts is shown. **c** The log_2_ (relative transcript expression) for *DÖRNRÖSCHEN-LIKE* (*DRNL*), *ARABIDOPSIS HISTIDINE PHOSPHOTRANSFER PROTEIN 6* (*AHP6*), *HEAT-SHOCK PROTEIN70* (*HSP70*) and *BREVIPEDICELLUS* (*BP*) is depicted as a ratio from GFP+/GFP− protoplasts determined by qPCR or taken from the RNA-seq data. Additionally, differences in the expression of the four genes in unsorted protoplasts vs. whole apices of *ap1 cal* inflorescences were analysed via qPCR

### Digital transcriptional differences between *DRNL::GFP*-positive and -negative cells

A direct comparison of transcripts in *DRNL::GFP*+ and *DRNL::GFP*− protoplasts at a stringency of FC ≥ 2.0 (*p* ≤ 0.01) revealed 109 activated and 2,801 repressed genes in GFP+ cells, out of a total of 24,918 expressed genes (NRC ≥ 1), depicted by dark red and dark green sectors, respectively, in Fig. 3b. 

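More genes were lower than higher in GFP+ protoplasts. The first fit called 899 genes, 9 times as many lower as higher, and the excess was smaller with the replicate block (1077 higher and 2624 lower) and at an adjusted p of at most 0.05 with no fold minimum (1191 and 1943). After *DRNL* and *AHP6*, the named genes with the largest rises among those called were *YAB5* (3.88, SE 0.41, adjusted p = 0.000954), *ROXY1* (3.25, SE 0.41, adjusted p = 0.00176), a glutaredoxin gene of petal development, *HB22* (3.20, SE 0.27, adjusted p = 0.000506), a homeobox gene, and *HLS1* (2.71, SE 0.25, adjusted p = 0.000653), a gene of apical hook formation. The largest falls of such genes were those of *RL4* (−5.33, SE 0.79, adjusted p = 0.00342 and 0.0196 with the block), the phloem lectin gene *PP2-A1* (−5.09, SE 0.60, adjusted p = 0.00135), the sugar exporter *SWEET10* (−5.04, SE 0.55, adjusted p = 0.00105), *ASML2* (−4.84, SE 0.57, adjusted p = 0.00133), *PRP2* (−4.83, SE 0.40, adjusted p = 0.000506) and the amino acid carriers *AAP2* (−4.80, SE 0.70, adjusted p = 0.00317) and *AAP4* (−4.79, SE 0.47, adjusted p = 0.000730). With the replicate block 3701 genes were called, and 889 of the 899 genes of the first fit were called again. The libraries of the groups do not overlap at 4715 genes, 21.5% of those tested, where chance gives 2.86%. Median-of-ratios scaling gave 65 higher and 1012 lower and quantile normalization 113 and 496, and they moved the median log2 fold change of all genes from 0.0644 to −0.0757 and 0.104.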

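*DRNL* (AT1G24590, chromosome 1, 8714389 to 8715309 in TAIR10) had 7.65 ± 2.07 against 0.180 ± 0.0728 FPKM in GFP+ and GFP− protoplasts (mean ± SD, n = 4 each, log2 fold change 4.80, SE 0.31, limma adjusted p = 0.000320), the largest rise of any gene called. The 2 libraries of whole apices had 7.04 and 7.37 FPKM, and this level did not differ past the threshold from that in GFP+ protoplasts (log2 fold change 0.05, SE 0.27, adjusted p = 0.894 for GFP+ against apices). The authors' deposited table gives a fold of 34.3.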

The highest enrichment was observed for *DRNL* (FC = +34.32), whose expression increased from 4.68 NRC in *DRNL::GFP*– to 199.5 NRC in *DRNL::GFP*+ protoplasts, showing that transcription of the endogenous *DRNL* gene reflects expression of the *DRNL::GFP* marker. The next-highest differentially expressed gene was *AHP6* (FC = +18.08), which is a DRNL target that is transcribed in a similar pattern to *DRNL* in the IM periphery. 

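*AHP6* (AT1G80100, chromosome 1, 30133726 to 30134735 in TAIR10), a pseudo-phosphotransfer protein gene that inhibits cytokinin signalling, came next with 53.1 ± 15.6 against 2.48 ± 0.653 FPKM (mean ± SD, n = 4 each, log2 fold change 4.36, SE 0.27, limma adjusted p = 0.000320). Its level in apices was 31.0 and 30.9, and this did not differ past the threshold from that in GFP+ protoplasts (log2 fold change 0.73 for GFP+ against apices, adjusted p = 0.0489). No GFP− library reached the lowest GFP+ library, with 3.06, 1.55, 2.70 and 2.62 against 68.8, 35.2, 63.0 and 45.3 FPKM in replicates 1 to 4.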

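*SVP* (AT2G22540, chromosome 2, 9579874 to 9583893 in TAIR10), a MADS-box repressor of flowering, had 65.8 ± 31.2 against 28.4 ± 9.72 FPKM in GFP+ and GFP− protoplasts, and *LFY* (AT5G61850, chromosome 5, 24844295 to 24846933), the regulator of floral meristem identity, had 83.1 ± 23.4 against 39.0 ± 12.3 (mean ± SD, n = 4 each). Neither passed the first fit, and both passed with the replicate block, *SVP* (log2 fold change 1.15, SE 0.36, adjusted p = 0.0625, and over the alternatives from 0.000133 with the replicate block to 0.145) and *LFY* (log2 fold change 1.10, SE 0.27, adjusted p = 0.0311, and over the alternatives from 6.59e-05 with the replicate block to 0.0931). For *LFY* the libraries of the groups do not overlap (exact permutation p = 0.0286, without use of the replicate numbers). Apices had 58.9 and 58.2 FPKM of *SVP* and 36.1 and 39.1 of *LFY*.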

The upregulated genes were enriched for transcription factors and included *SHORT VEGETATIVE PHASE* (*SVP*) (FC = +2.16), associated with meristem identity, whereas *LEAFY* (*LFY*) (FC = +1.98) remained below the FC ≥ 2.0 threshold and similarly, auxin response factors (ARFs) showed no significant changes above a FC ≥ 1.5 (*p* ≤ 0.01). 

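Lowering the fold minimum from 2 to 1.5 raised the counts from 47 to 90 genes higher and from 795 to 809 lower in the first fit, and with the replicate block, a setting added after the values were seen, it raised them from 129 to 1077 and from 2022 to 2624. Genes between these folds include the methyltransferase gene *SDG4* (log2 fold change 0.92, SE 0.14, adjusted p = 0.00343) and the growth regulator *GRF9* (0.86, SE 0.14, adjusted p = 0.00501), and *ANT* (1.13, SE 0.19, adjusted p = 0.00579), *AIL6* (1.03, SE 0.14, adjusted p = 0.00228), both genes of organ growth, *YAB3* (1.22, SE 0.18, adjusted p = 0.00328) and *SRS7* (1.20, SE 0.20, adjusted p = 0.00580) lie above a fold of 2. In the authors' deposited table 717 genes are higher and 3356 lower at a fold of 1.5, and 109 and 2801 at a fold of 2. Of the authors' calls among the genes tested here, the first fit called 80 of 712 higher and 800 of 2924 lower, and the block 643 and 2168. The thresholds are unlike, since the authors' calls use p as deposited and those here an adjusted p.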

We therefore considered an FC = 2.0 to be too stringent and to exclude relevant differentially expressed transcripts and we lowered the threshold to FC ≥ 1.5 (*p* ≤ 0.01), which increased the fraction of up-regulated genes over six-fold, from 110 to 718, whereas the number of downregulated genes only increased by 20 %, from 2,801 to 3,356 (Fig. 3b). To validate the RNA-seq data, we selected a sub-set of 18 genes, including 13 upregulated and five downregulated transcripts and analysed their expression by qRT-PCR [see Additional file 1]. Despite quantitative differences, qRT-PCR data confirmed the up- or downregulation determined by RNA-seq. The comparative RNA-seq and qRT-PCR data for *DRNL* and *AHP6*, the most upregulated genes in GFP+ protoplasts, and the meristem marker *BP* that is downregulated in GFP+ protoplasts, are shown in Fig. 3c. 

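All 18 genes of Additional file 1 had a fold change in the direction the paper gives. In the first fit 7 rose and 1 fell, 12 and 5 adjusted over these genes alone, and 13 and 5 with the replicate block. *BOP2*, a gene of lateral organ boundaries and patterning, had 39.0 ± 17.3 against 6.47 ± 2.95 FPKM (log2 fold change 2.56, SE 0.36, adjusted p = 0.00271), *FIL* 165 ± 31.7 against 35.0 ± 8.62 (log2 fold change 2.25, SE 0.21, adjusted p = 0.000681) and the gibberellin synthesis gene *GA3ox3* 16.0 ± 2.69 against 3.42 ± 1.25 (log2 fold change 2.25, SE 0.27, adjusted p = 0.00135; mean ± SD, n = 4 each). The mitotic cyclin gene *CYCB1;1* had 34.5 ± 7.21 against 19.2 ± 3.21 FPKM and the nitrate transporter gene *NRT1.7* 22.6 ± 13.1 against 72.0 ± 29.7, and both passed only with the block (adjusted p = 0.0169 and 0.0339 without it). The study chose these genes on the same samples, so their count is not independent evidence.

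**Figure D2:**
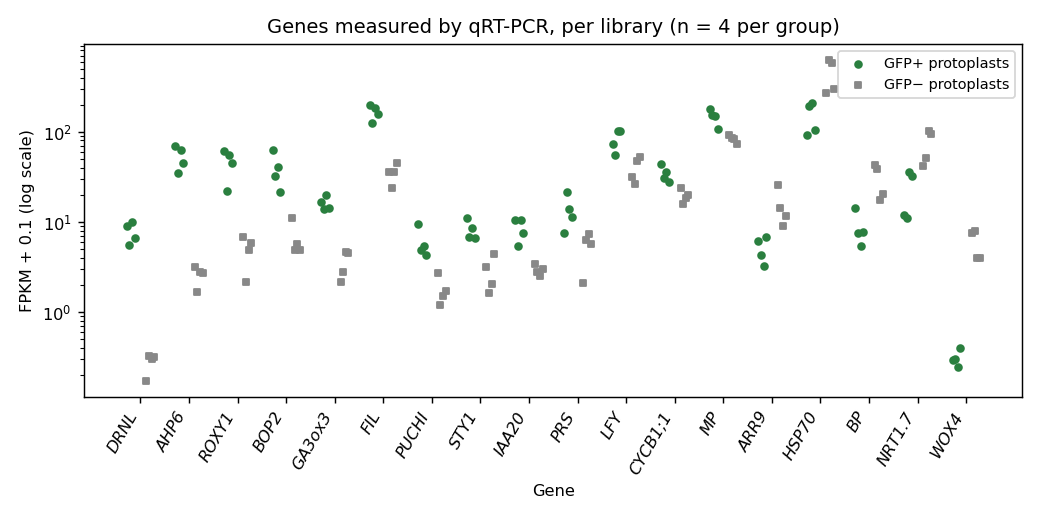
FPKM of the 18 genes of Additional file 1 in each GFP+ and GFP− library. A value of 0.1 is added to each for the log scale.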

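*HSP70* (AT3G12580, chromosome 3, 3991261 to 3993792 in TAIR10) had 148 ± 58.4 against 443 ± 183 FPKM in GFP+ and GFP− protoplasts (mean ± SD, n = 4 each) and 20.5 and 33.3 in apices. Against apices it was higher in GFP+ (log2 fold change 2.41, SE 0.38, limma adjusted p = 0.00130) and in GFP− protoplasts (3.98, SE 0.41, adjusted p = 0.000397). Between the protoplasts it passed with the replicate block alone (log2 fold change −1.57, SE 0.36, adjusted p = 0.0242, and over the alternatives from 2.67e-05 with the replicate block to 0.0619). With the block 9 of 12 genes of heat and unfolded-protein stress were lower, *HSP70*, *HSP90.1* (23.3 against 76.5 FPKM), *MBF1C* (152 against 354) and the chaperone gene *BIP3* (0.7 against 1.75) among them, whereas the first fit in limma called 0 (10 at unadjusted p under 0.05). The list as a whole was lower in GFP+ (median log2 fold change −1.47, camera adjusted p = 2.09e-05, and 0.365 with an estimated correlation).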

As a general stress-responsive marker, we included the gene encoding *HEAT-SHOCK PROTEN 70* (*HSP70*), which is downregulated in GFP+ protoplasts, but is highly upregulated (FC = +6.27) following cell-wall digestion.

Gene ontology (GO) enrichment analysis for the GO-domain “Biological process” was compared for down- (Fig. 4a) and upregulated (Fig. 4b) genes (FC ≥ 1.5, *p* ≤ 0.01). We used the Biological Networks Gene Ontology tool (BiNGO) [32] to assess the over-representation of GO categories in subgraphs of biological networks; BiNGO depicts the fraction of genes in each GO category by circle size and the circle colour indicates the statistical significance. The resulting network or GO distribution clearly differs between the 716 up- and 3,356 downregulated genes; only two GO categories are shared by both groups: *anatomical structure morphogenesis* and *transcription*, the latter containing 4.73 % of down- and 7.96 % of upregulated genes. Considering only terminal nodes, the over-representation of genes in the GO categories *cell differentiation, flower development*, *cell component organisation*, *cell cycle* and *DNA metabolic process* suggest that the upregulated genes in *DRNL::GFP-*expressing cells favour primordium or floral differentiation, anisotropic growth or cell cycle progression/division for morphogenesis.

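Genes of DNA replication and mitosis were higher in GFP+ protoplasts as whole groups. All 23 S-phase genes and all 23 G2/M genes tested had positive log2 fold changes, with medians of 0.76 and 0.69, and histone genes had a median of 0.61 over 42 genes. Camera called the 3 lists (adjusted p = 6.99e-09, 2.80e-08 and 7.69e-09), and none was called with an estimated correlation (adjusted p = 0.310, 0.365 and 0.288). In single genes the first limma fit called 0 of the S-phase genes (22 at unadjusted p under 0.05, 8 adjusted over the list alone) and 1 G2/M gene (1 over the list alone), the mitotic kinase gene *AUR3* (23.2 ± 4.17 against 12.2 ± 1.91 FPKM, mean ± SD, n = 4, log2 fold change 0.91, SE 0.17, adjusted p = 0.00967), and with the replicate block 18 and 19. The histone H2A gene *HTA8* rose (121 ± 21.5 against 61.1 ± 7.62 FPKM, log2 fold change 0.97, SE 0.16, adjusted p = 0.00498), and the replication licensing gene *MCM6* fell short of the threshold (26.6 ± 4.67 against 14.9 ± 1.96 FPKM, log2 fold change 0.82, SE 0.15, adjusted p = 0.01005). Of the GO categories of higher genes in Fig. 4b, tested by Fisher's exact test with the annotation in the deposited files, none was enriched in the first fit (1 of 5 at unadjusted p under 0.05), while with the block cell cycle had 55 genes where 8.85 were expected (adjusted p = 1.22e-27), flower development 20 against 6.20 (1.02e-05), DNA metabolic process 9 against 1.97 (0.000287) and cell differentiation 18 against 9.98 (0.0231). Only genes listed under a category itself were counted, without those of narrower terms, so these sets differ from those of Fig. 4. Cellular component organization holds no gene in that annotation and was not tested.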

**Fig. 4:**
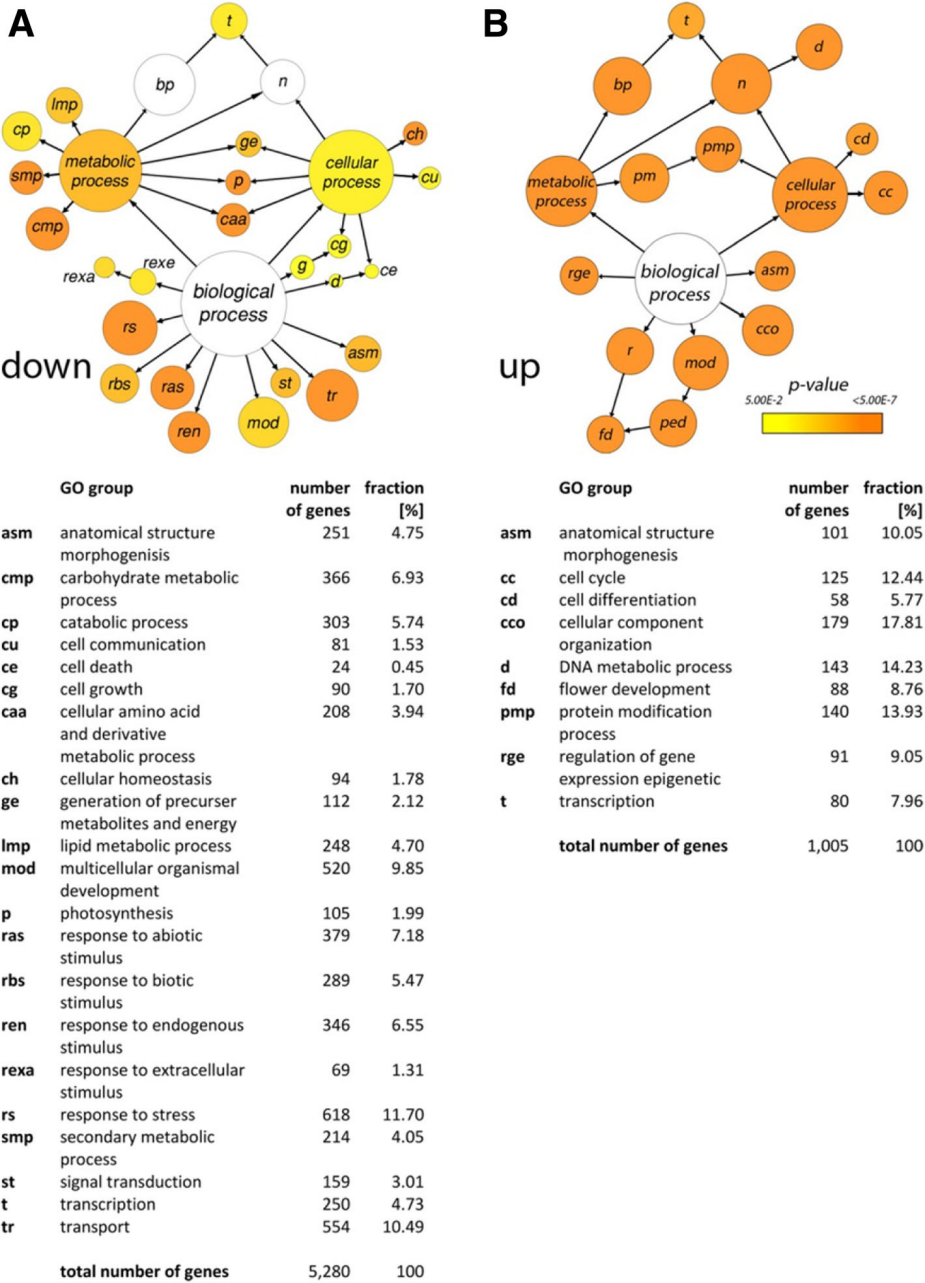
Networks based on enriched gene ontology (GO) categories of genes in *DRNL::GFP*-expressing cells compared to non-*DRNL::GFP*-expressing cells with a fold-change greater than 1.5 (*p* ≤ 0.01). **a** downregulated genes; **b** up-regulated genes. The GO terms were identified using BiNGO and visualised using Cytoscape. The circle diameter is proportional to the number of transcripts in each GO category according to TAIR10 annotation and the colour represents the *p*-value of enrichment. The number and fraction of genes in each category are summarised below the diagram

In contrast, the over-represented GO categories in the downregulated gene group are: *response to stress, response to biotic, abiotic, endogenous* and *extra cellular stimuli*, or *signal transduction*. 

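Among the lower genes, response to biotic stimulus held 7 of 23 annotated genes where 0.849 were expected (Fisher's exact test, adjusted p = 0.000120). Response to stress had 18 genes against 12.8 expected in the first fit (adjusted p = 0.213) and 78 against 41.4 with the replicate block (adjusted p = 9.18e-08), and signal transduction 15 against 12.7 (adjusted p = 0.576) and 53 against 41.1 (adjusted p = 0.0560). The jasmonate-induced storage protein genes *VSP1* (20.2 ± 13.6 against 120. ± 23.2 FPKM, mean ± SD, n = 4, log2 fold change −2.76, SE 0.38, adjusted p = 0.00263) and *VSP2* (97.9 ± 14.5 against 259 ± 70.1, log2 fold change −1.37, SE 0.21, adjusted p = 0.00361) were lower in GFP+ protoplasts, as were 9 of 28 genes of wounding and jasmonate response with the block. Responses to abiotic, endogenous and extracellular stimuli hold at most 1 gene in the deposited annotation, counted without narrower terms, and were not tested.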

The concerted reduction in transcript numbers in these GO categories in GFP+ cells suggests that they respond differentially to positional information than their surrounding meristematic neighbours that do not express *DRNL*. Furthermore, the downregulation of genes in the GO categories *transport, lipid*, *secondary* or *carbohydrate metabolic processes* and *catabolic process* suggests that *DRNL-*expressing cells also differ physiologically and metabolically relative to meristematic cells in the *ap1 cal* IM. These GO preferences support the interpretation that during the acquisition of functional autonomy from the meristem, *DRNL-*expressing cells acquire different signalling networks and show altered cellular physiology and metabolism.

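Transport was the broadest category of lower genes, with 88 genes of 1271 against 46.9 expected (Fisher's exact test, adjusted p = 1.62e-07). The sugar exporter *SWEET11* had 0.366 ± 0.288 against 8.02 ± 1.41 FPKM (mean ± SD, n = 4 each, log2 fold change −4.45, SE 0.57, adjusted p = 0.00189) and the amino acid exporter *SIAR1* 0.371 ± 0.344 against 10.1 ± 3.17 (log2 fold change −4.72, SE 0.55, adjusted p = 0.00126). Carbohydrate and lipid metabolic process had 23 genes against 14.1 and 24 against 14.7 (adjusted p = 0.0674 each), and with the replicate block carbohydrate metabolism was enriched (70 against 45.6, adjusted p = 0.000380) and lipid metabolism was not (56 against 47.7, 0.185). Secondary metabolic process held 0 of the 36 genes listed under the term itself. Genes of narrower terms were not counted, so this is not the set of Fig. 4. Of 168 glycosyltransferase and cytochrome P450 genes 13 fell and 1 rose. Among those that fell were *CYP707A4* (0.139 against 2.83 FPKM, log2 fold change −3.57, SE 0.35, adjusted p = 0.000730), which inactivates abscisic acid, and *CYP83A1* (0.320 against 8.75, log2 fold change −4.65, SE 0.63, adjusted p = 0.00233), an enzyme of glucosinolate synthesis. The phloem list fell together with the carriers (median log2 fold change −3.27, 8 of 15 genes lower, 10 adjusted over the list alone), and camera called it (adjusted p = 1.56e-08, and 0.251 with an estimated correlation).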

### Differential gene expression supports the lateral organ founder-cell identity of *DRNL::GFP*-positive protoplasts

Many up-regulated genes in GFP+ protoplasts encode transcription factors and provide insight into correlative changes in regulatory networks that accompany *DRNL* activation (FC = +34.32) at the IM periphery (Table 1). In addition to the dramatic transcriptional upregulation of the DRNL target gene *AHP6* (FC = +18.08), many of the differentially expressed transcripts have functions in meristem identity and function, or in establishing polarity or boundaries (Table 1).

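Of the 97 genes of Table 1, 91 were tested and each had the sign that the table gives. In the first fit 27 passed the threshold and with the replicate block 79, and 12 passed neither. Of the polarity genes 7 of 13 were higher in the first fit, 10 adjusted over the group alone, and of the epigenetic regulation and boundary genes 1 of 11 and 0 of 10 (7 of the last at unadjusted p under 0.05). The block raised these 3 groups to 11, 9 and 8. In the group of meristem and floral markers 3 of 22 rose in the first fit (12 adjusted over the group alone) and 19 with the block. The study chose these genes on the same samples, so the counts are not independent evidence. In the authors' deposited table the p-value exceeds 0.01 for 4 of the 97 genes, the miRNA loci miR390A and miR156E, *GA3ox1* and *SUP*.

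**Figure D3:**
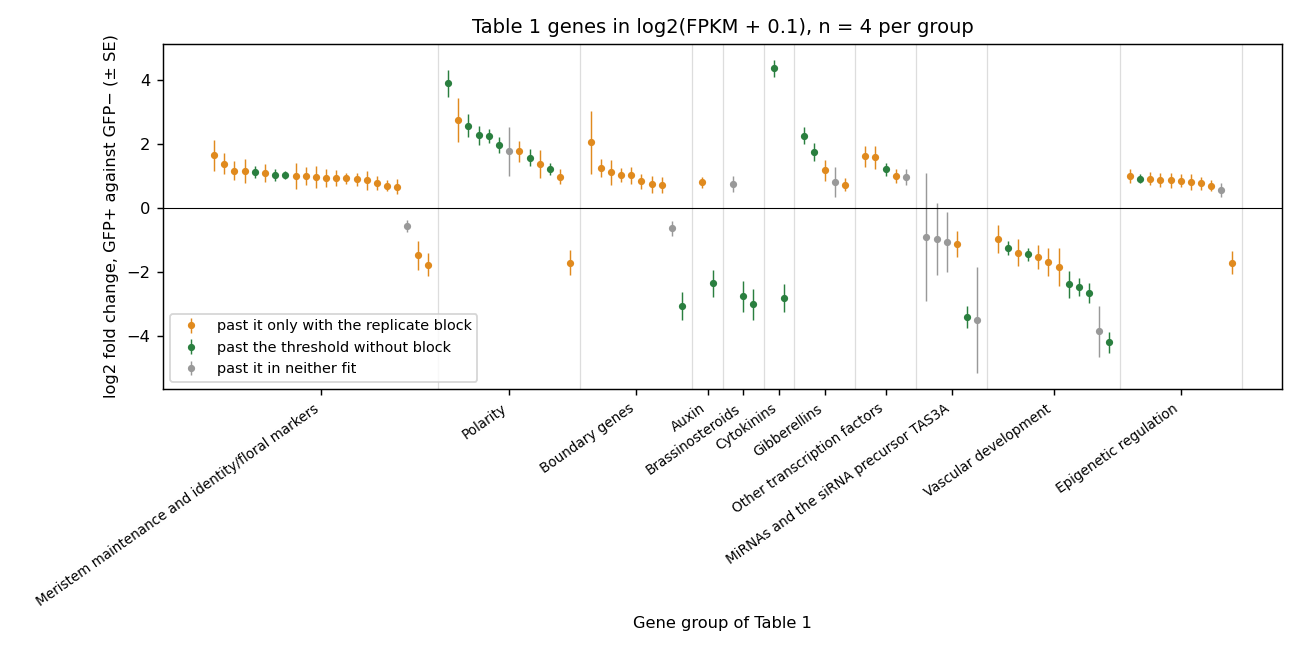
Log2 fold changes and standard errors of the tested genes of Table 1 by group, coloured by the fit in which each gene passed the threshold.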

**Table 1:** Differentially regulated transcripts in *DRNL::GFP*-positive protoplasts (fold change ≥ 1.5; *p* ≤ 0.01) compared to *DRNL::GFP*− protoplasts that have functions associated with meristem maintenance and identity, polarity, boundary formation, hormones, vasculature, epigenetic changes and that generate miRNAs

Gene	Alias	Locus	Fold change
Meristem maintenance and identity/floral markers			
*ASYMMETRIC LEAVES2*	***AS2***	***At1g65620***	**+2.55**
*FLOWERING PROMOTING FACTOR1*	*FPF1*	*At5g24860*	+2.38
*SHORT VEGETATIVE PHASE*	***SVP***	***At2g22540***	**+2.16**
*REPRODUCTIVE MERISTEM1*	*REM1*	*At3g19184*	+2.10
*AINTEGMUMENTA*	***ANT***	***At4g37750***	**+2.08**
*LEAFY*	***LFY***	***At5g61850***	**+1.98**
*AINTEGUMENTA-LIKE6*	***AIL6***	***At5g10510***	**+1.96**
*PISTILLATA*	***PI***	***At5g20240***	**+1.93**
*REGULATOR OF AXILLARY MERISTEMS1*/*MYB37*	***RAX1***	***At5g23000***	**+1.86**
*BASIC PENTACYSTEINE 3*	***BPC3***	***At1g68120***	**+1.85**
*UNUSUAL FLORAL ORGANS*	***UFO***	***At1g30950***	**+1.85**
*BRCA1-ASSOCIATED RING DOMAIN1*	*BARD1*	*At1g04020*	+1.83
*CAULIFLOWER*	***CAL***	***At1g26310***	**+1.82**
*REPRODUCTIVE MERISTEM3*	*REM3*	*At5g58280*	+1.82
*LATERAL MERISTEM IDENTITY1*	***LMI1***	***At5g03790***	**+1.79**
*ULTRAPETALA1*	*ULT1*	*At4g28190*	+1.77
*APETALA1*	***AP1***	***At1g69120***	**+1.60**
*LATERAL MERISTEM IDENTITY2*	***LMI2***	***At3g61250***	***+*** **1.55**
*TUBBY8*	*TUB8*	*At1g16070*	+1.52
*SHOOTMERISTEMLESS*	***STM***	***At1g62360***	**−1.54**
*BARELY ANY MERISTEM3*	*BAM3*	*At4g20270*	−2.89
*BREVIPEDICELLUS*/*KNAT1*	***BP***	*At4g08150*	**−3.57**
Polarity			
*YABBY5*	***YAB5***	***At2g26580***	**+14.01**
*NUBBIN*	*NUB*	*At1g13400*	+5.81
*BLADE-ON-PETIOLE2*	***BOP2***	***At2g41370***	***+*** **5.44**
*BLADE-ON-PETIOLE1*	***BOP1***	***At3g57130***	***+*** **5.19**
*FILAMENTOUS FLOWER* (*YABBY1*)	***FIL***	***At2g45190***	**+4.37**
*JAGGED*	***JAG***	***At1g68480***	***+*** **3.32**
*PUCHI*	***PUCHI***	***At5g18560***	***+*** **3.25**
*KNOX ARABIDOPSIS THALIANA MEINOX*	*KNATM*	*At1g14760*	+3.17
*HOMEOBOX GENE1*	***ATH1***	***At4g32980***	**+2.90**
*PRESSED FLOWER*	*PRS*	*At2g28610*	+2.40
*YABBY3*	***YAB3***	***At4g00180***	**+2.14**
*ETTIN*	***ETT***	***At2g33860***	**+1.87**
*KANADI3*	*KAN3*	*At4g17695*	−3.52
Boundary genes			
*SUPERMAN*	***SUP***	*At3g23130*	**+3.07**
*JAGGED LATERAL ORGANS* (*LBD30*)	***JLO***	***At4g00220***	**+2.38**
*LATERAL BOUNDARY DOMAIN18*	*LBD18*	*At2g45420*	+2.21
*GROWTH REGULATING FACTOR2*	*GRF2*	*At4g37740*	*+*1.95
*GROWTH REGULATING FACTOR5*	*GRF5*	*At3g13960*	+1.86
*LATERAL ORGAN JUNCTION*	*LOJ*	*At2g39230*	+1.68
*GROWTH REGULATING FACTOR1*	*GRF1*	*At2g22840*	+1.63
*CUP-SHAPED COTYLEDON1*	***CUC1***	***At3g15170***	**+1.54**
*PETAL LOSS*	***PTL***	***At5g03680***	**−1.63**
*LATERAL ORGAN BOUNDARY*	***LOB***	***At5g63090***	**−8.87**
Auxin			
*MONOPTEROS*	***MP***	***At1g19850***	**+1.67**
*IAA CARBOXYLMETHYLTRANSFERASE1*	*IAMT 1*	*At5g55250*	−4.64
Brassinosteroids			
*BRI1-LIKE1*	*BRL1*	*At1g55610*	*+1.59*
*BR ENHANCED EXPRESSION2*	*BEE2*	*At4g36540*	*−3.97*
*BR ENHANCED EXPRESSION1*	*BEE1*	*At1g18400*	−8.15
Cytokinins			
*HISTIDINE PHOSPHOTRANSFER PROTEIN6*	***AHP6***	***At1g80100***	**+18.08**
*ISOPENTENYLTRANSFERASE7*	***IPT7***	***At3g23630***	**−7.25**
*ISOPENTENYLTRANSFERASE3*	*IPT3*	*At3g63110*	−13.47
Gibberellins			
*GIBBERELLIN OXIDASE3*	*GA3ox3*	*At4g21690*	+4.13
*GIBBERELLIN 2-OXIDASE4*	*GA2ox4*	*At1g47990*	+3.24
*GIBBERELLIN 20-OXIDASE2*	*GA20ox2*	*At5g51810*	+2.16
*GIBBERELLIN 3-OXIDASE1*	*GA3ox1*	*At1g15550*	+1.97
*GIBBERELLIN 2-OXIDASE2*	*GA2ox2*	*At1g30040*	+1.58
Other transcription factors			
*SHI-RELATED SEQUENCE4*	*SRS4*	*At2g18120*	+3.61
*STYLISH1*	***STY1***	***At3g51060***	**+2.74**
*SHI-RELATED SEQUENCE7*	*SRS7*	*At1g19790*	+2.21
*INFLORESCENCE DEFICIENT IN ABSCISSION* (*IDA*)-*LIKE 2*	*IDL2*	*At5g64667*	+1.93
*SHORT INTERNODES*	*SHI*	*At5g66350*	+1.92
MiRNAs and the siRNA precursor *TAS3A*			
*TAS3A*		*At3g17185*	−2.21
*MiR390A*		*At2g38325*	−2.73
*MiR159*/*159B*		*At1g18075*	−2.86
*MiR172D*		*At3g55512*	−3.06
*MiR156E*		*At5g11977*	−3.20
*MiR172*/*172B*		*At5g04275*	−5.55
*MiR164*/*164B*		*At5g01747*	−5.88
*MiR319*/*319B*		*At5g41663*	−6.29
*MiR160*/*160C*		*At5g46845*	−8.44
*MiR156C*		*At4g31877*	−11.49
*MiR172*/*172A*		*At2g28056*	−21.01
Vascular development			
*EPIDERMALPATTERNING LIKE FACTOR*-*LIKE 6*	*EPFL6*	*At2g30370*	−2.26
*REDUCED IN LATERAL GROWTH1*	*RUL1*	*At5g05160*	−2.44
*TDIF-RECEPTOR/PHLOEM INTERCALATED WITH XYLEM*	*TDR/PXY*	*At5g61480*	−2.81
*CLAVATA3/EMBRYO SURROUNDING REGION41*	*CLE41*	*At3g24770*	−2.84
*XYLEM CYSTEINE PEPTIDASE1*	*XCP1*	*At4g35350*	−3.02
*CLAVATA3/EMBRYO SURROUNDING REGION44*	*CLE44*	*At4g13195*	−3.24
*HIGH CAMBIAL ACTIVITY2*	*HCA2*	*At5g62940*	−6.05
*NAC SECONDARY WALL THICKENING PROMOTING FACTOR1*	*NST1*	*At2g46770*	−6.45
*VASCULAR RELATED NAC DOMAIN6*	*VND6*	*At5g62380*	−7.53
*VASCULAR RELATED NAC DOMAIN7*	*VND7*	*At1g71930*	−7.76
*XYLEM CYSTEINE PEPTIDASE2*	*XCP2*	*At1g20850*	−7.86
*WUSCHEL-RELATED HOMEOBOX4*	*WOX4*	*At1g46480*	−23.91
Epigenetic regulation			
*DECREASED DNA METHYLATION1*	*DDM1*	*At5g66750*	+1.91
*SET DOMAIN GROUP4*	*SDG4*	*At4g30860*	+1.82
*VARIANT IN METHYLATION2*	*VIM2*	*At1g66050*	+1.78
*VARIANT IN METHYLATION6*	*VIM6*	*At4g08590*	*+*1.77
*VARIANT IN METHYLATION1*	*VIM1*	*At1g57820*	*+*1.75
*VARIANT IN METHYLATION3*	*VIM3*	*At5g39550*	*+*1.73
*DNA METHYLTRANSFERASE1*	*MET1*	*At5g49160*	+1.71
*CHROMOMETHYLASE3*	*CMT3*	*At1g69770*	*+*1.63
*KRYPTONITE*	*KYP*	*At5g13960*	+1.53
*SET DOMAIN PROTEIN35*	*SDG35*	*At1g26760*	+1.52
*DEMETER-LIKE PROTEIN3*	*DML3*	*At4g34060*	−4.58

Loci in bold represent genes used for the network in Fig. 5

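*AP1*, which specifies floral meristem identity, had 50.5 ± 13.4 against 29.5 ± 7.31 FPKM in GFP+ and GFP− protoplasts, and its paralogue *CAL* 22.7 ± 10.02 against 11.7 ± 4.82 (mean ± SD, n = 4 each). Neither passed the first limma fit (*AP1* 0.77, SE 0.21, adjusted p = 0.0421, *CAL* 0.95, SE 0.34, adjusted p = 0.0895), and both passed with the replicate block (adjusted p = 0.000133 and 0.000368, and 0.000133 to 0.102 and 0.000368 to 0.198 over all alternatives). In apices *AP1* had 60.8 and 61.0 FPKM and *CAL* 21.2 and 21.0.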

The floral meristem identity genes *LEAFY* (*LFY*), or *APETALA1* (*AP1*) and *CAULIFLOWER* (*CAL*), which are inactive in the *ap1 cal* mutant background due to EMS mutations in the protein coding region were upregulated in GFP+ cells. Similarly, *UNUSUAL FLORAL ORGANS* (*UFO*), *LATERAL MERISTEM IDENTITY1* (*LMI1*), *LMI2*, *REPRODUCTIVE MERISTEM1* (*REM1*), *REM3*, *BRCA1-ASSOCIATED RING DOMAIN1* (*BARD1*), which restricts *WUS* expression, *BASIC PENTACYSTEINE3* (*BPC3*), *AINTEGUMENTA-LIKE6* (*AIL6*) and the axillary meristem marker *REGULATOR OF AXILLARY MERISTEMS1*/*MYB37,* were also upregulated. 

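*AIL6*, which acts with *ANT* in organ growth, had 51.2 ± 7.42 against 24.9 ± 2.58 FPKM in GFP+ and GFP− protoplasts, and *BPC3*, a GAGA-binding regulator, 19.0 ± 2.43 against 9.39 ± 2.22 (log2 fold change 1.03, SE 0.18, adjusted p = 0.00839; mean ± SD, n = 4 each), and both rose in the first limma fit. The other genes passed with the replicate block alone. These are *UFO* (10.9 against 5.72 FPKM, 0.94, SE 0.29, adjusted p = 0.0592 and 0.000645 with the block), the F-box partner of *LFY*, *REM1* (37.0 against 16.6, 1.17, SE 0.28, adjusted p = 0.0288 and 7.11e-05 with the block), *REM3* (11.3 against 5.75, 0.93, SE 0.26, adjusted p = 0.0452 and 0.000440 with the block), *BARD1* (15.9 against 8.22, 0.92, SE 0.18, adjusted p = 0.0138 and 0.000614 with the block), *RAX1* (21.8 against 11.2, 0.99, SE 0.28, adjusted p = 0.0443 and 0.00140 with the block), and the *LFY* targets *LMI1* (4.44 against 2.45, 0.86, SE 0.30, adjusted p = 0.0877 and 0.00388 with the block) and *LMI2* (91.6 against 56.6, 0.69, SE 0.17, adjusted p = 0.0316 and 0.000169 with the block), where each bracket gives the log2 fold change with its SE. Over all alternatives the adjusted p ran from 0.000614 to 0.0519 in *BARD1* and from 0.00389 to 0.216 in *LMI1*.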

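*BP* (AT4G08150, chromosome 4, 5147700 to 5150966 in TAIR10), a KNOX gene that keeps meristem cells undifferentiated, had 8.60 ± 3.80 FPKM in GFP+ and 29.7 ± 12.7 in GFP− protoplasts (mean ± SD, n = 4 each) and 124 and 130.1 in apices. It passed with the replicate block (log2 fold change −1.76, SE 0.36, adjusted p = 0.0154, and over the alternatives from 0.000323 with the replicate block to 0.0501), as did the receptor kinase gene *BAM3* (4.21 ± 2.19 against 12.4 ± 6.96 FPKM, log2 fold change −1.47, SE 0.45, adjusted p = 0.0575, and over the alternatives from 0.00115 with the replicate block to 0.142). *STM* (AT1G62360, chromosome 1, 23058582 to 23061722), which maintains the shoot meristem, had 79.4 ± 16.0 against 117 ± 23.5 FPKM and stayed under a fold of 1.5 in both fits (log2 fold change −0.56, SE 0.19, adjusted p = 0.0780, and over the alternatives from 0.00113 with the replicate block to 0.194). *BP* and *STM* were lower in GFP− protoplasts than in apices too (log2 fold change −2.20, adjusted p = 0.00355, and −1.11, adjusted p = 0.00398). Of 18 tested genes of the stem-cell niche and central zone the first limma fit called 0 (5 higher and 3 lower at unadjusted p under 0.05), and with the block *BP* and *BAM3* were lower and the receptor gene *CRN* was higher (27.6 against 17.3 FPKM).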

The reduced transcript levels of the two *KNOX* meristematic marker genes *BREVIPEDICELLUS* (*BP*) and *SHOOTMERISTEMLESS* (*STM*) and *BARELY ANY MERISTEM3* (*BAM3*), associated with meristematic stem cells, suggests that an increase in *DRNL::GFP* activity coincides with the loss of meristem identity.

Most of the polarity determinants were upregulated in *DRNL*-expressing cells (Table 1), including: *YABBY* (*YAB*) 5, *YAB3*, *FILAMENTOUS FLOWER* (*FIL*/*YAB1*), *BLADE-ON-PETIOLE1* (*BOP1*), *BOP2*, *AINTEGUMENTA* (*ANT*), *PUCHI*, *JAGGED* (*JAG*), the homeodomain-less *KNOX* gene *KNATM*, *PRESSED FLOWER* (*PRS/WOX3*), *HOMEOBOX GENE1* (*ATH1*) and the auxin response factor *ETTIN* (*ETT*). 

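The abaxial genes *FIL* (AT2G45190, chromosome 2, 18628265 to 18630712 in TAIR10) and *YAB5* (AT2G26580, chromosome 2, 11303590 to 11306953) were higher in GFP+ protoplasts, and *YAB3* had 16.7 ± 3.00 against 7.10 ± 1.17 FPKM in GFP+ and GFP− protoplasts (mean ± SD, n = 4 each). *BOP1* had 7.94 ± 2.87 against 1.55 ± 0.456 (log2 fold change 2.26, SE 0.30, adjusted p = 0.00224), *ANT* 92.9 ± 19.8 against 42.2 ± 7.52, *KNATM* 8.34 ± 0.921 against 2.15 ± 0.647 (log2 fold change 1.95, SE 0.25, adjusted p = 0.00189) and *ATH1*, a BELL homeobox gene, 7.09 ± 2.04 against 2.34 ± 0.741 (log2 fold change 1.57, SE 0.27, adjusted p = 0.00720), and all were called by limma without a block. *PUCHI* missed the threshold by little (5.94 against 1.67 FPKM, log2 fold change 1.76, SE 0.33, adjusted p = 0.01001, and over the alternatives from 0.000286 with the replicate block to 0.0348), and *PRS* (13.4 against 5.27, log2 fold change 1.38, SE 0.43, adjusted p = 0.0632, and over the alternatives from 0.00123 with the replicate block to 0.145) and *ETT* (111 ± 27.8 against 56.1 ± 15.5, log2 fold change 0.98, SE 0.23, adjusted p = 0.0250, and over the alternatives from 0.000133 with the replicate block to 0.0752) also passed only with the block. *JAG* (2.62 ± 1.77 against 0.605 ± 0.481 FPKM) passed neither fit (log2 fold change 1.77, SE 0.76, adjusted p = 0.141, and over the alternatives from 0.0104 with the replicate block to 0.302). A list of 17 adaxial and abaxial genes had 3 higher and 0 lower, 4 and 2 adjusted over the list alone, and 6 and 2 with the block. Camera called this list (adjusted p = 0.0401, 0.501 with an estimated correlation), and did not with the replicate block (0.0596).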

Among the polarity genes, *KANADI3* (*KAN3*) was significantly downregulated, as were the boundary genes *PETAL LOSS* (*PTL*) and *LATERAL ORGAN BOUNDARY* (*LOB*).

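*LOB*, which marks organ boundaries and limits brassinosteroid levels there, fell in GFP+ protoplasts, with 0.258 ± 0.199 against 2.67 ± 0.921 FPKM (mean ± SD, n = 4 each, log2 fold change −3.04, SE 0.43, adjusted p = 0.00284), and apices had 30.4 and 31.0. The abaxial gene *KAN3* had 0.660 ± 0.374 against 2.26 ± 0.664 FPKM and passed with the replicate block (log2 fold change −1.70, SE 0.38, adjusted p = 0.0214, and over the alternatives from 0.000797 with the replicate block to 0.101), and *PTL* had 2.20 ± 0.563 against 3.44 ± 0.695 and passed neither fit (log2 fold change −0.64, SE 0.24, adjusted p = 0.105, and over the alternatives from 0.0128 with the replicate block to 0.590). Of 17 organ boundary genes 3 rose and 1 fell in the first fit, 4 and 1 adjusted over the list alone, and 7 and 2 with the block. From lower KNOX genes and higher polarity and boundary genes (Table 1) the paper concludes that DRNL-expressing cells leave meristem identity and gain the potential to set boundaries and polarity. The first fit called *FIL*, *YAB5*, *YAB3*, *BOP1* and *BOP2* higher and *LOB* lower. The lower level of *BP* and the higher levels of *JLO* (6.69 against 2.67 FPKM, 1.25, SE 0.28, adjusted p = 0.0205 and 0.000582 with the block) and *ETT* rest on the fit with the block. The other KNOX gene, *STM*, passed neither fit.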

Similarly, the expression of genes associated with organ boundaries was significantly correlated with *DRNL* activation at the IM periphery, i.e., *JAGGED LATERAL ORGANS* (*JLO = LBD30*), *LATERAL BOUNDARY DOMAIN18* (*LBD18*) and *SUPERMAN* (*SUP*), *LATERAL ORGAN JUNCTIONS* (*LOJ*), *CUP-SHAPED COTYLEDON1* (*CUC1*), *GROWTH REGULATING FACTOR1* (*GRF1*), *GRF2* and *GRF5.*

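*AP3*, a class B gene of petals and stamens, had 39.7 ± 26.1 against 10.3 ± 8.88 FPKM in GFP+ and GFP− protoplasts and its partner *PI* 74.6 ± 36.2 against 35.3 ± 13.1 (mean ± SD, n = 4 each). Both passed the threshold with the replicate block (*AP3* log2 fold change 2.22, SE 0.94, adjusted p = 0.137, and over the alternatives from 0.000545 with the replicate block to 0.284, *PI* log2 fold change 1.01, SE 0.41, adjusted p = 0.121, and over the alternatives from 0.000226 with the replicate block to 0.273) and not without it, and so did *AG* (19.6 ± 14.4 against 12.1 ± 11.2 FPKM, log2 fold change 1.00, SE 1.01, adjusted p = 0.523, and over the alternatives from 0.00400 with the replicate block to 0.919) and *SEP2* (63.2 against 42.2 FPKM, adjusted p = 0.511 and 0.00810 with the block). *SEP1* (50.7 against 37.6 FPKM), *SEP3* (25.0 against 19.3), *SEP4* (27.8 against 35.4) and *AP2* (6.02 against 4.92) passed neither fit. The 4 libraries of GFP+ differ widely for *AP3*, at 29.3, 7.63, 62.7 and 59.2 FPKM in replicates 1 to 4, against 4.53, 1.13, 15.6 and 19.8 in GFP−. The first fit in limma called 0 of these 8 genes (2 at unadjusted p under 0.05) and the block 4, all higher.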

The expression of floral organ identity genes such as *SEPALLATA* (*SEP*) *1*–*4*, *AP2*, *AP3* and *AGAMOUS* was not significantly altered according to the criteria of FC ≥ 1.5; *p* ≤ 0.01, as a further confirmation that *ap1 cal* IMs were harvested at an early morphological stage preceding FM and floral organ initiation. In summary, the transcriptional differences in characterised functional markers observed between GFP+ and GFP− cells separated by FACS, confirm that *DRNL*-expressing cells lose meristematic characteristics, but acquire the potential to delineate boundaries within the IM and to establish adaxial/abaxial polarity for morphogenesis and growth. The resulting network, consisting of 34 significant differentially expressed genes (DEGs) and based on the *Arabidopsis* Transcriptional Regulatory Map (ATRM; [33]), is depicted in Fig. 5 and contains the highest up- and downregulated genes from the categories of meristem maintenance and identity/floral markers, polarity genes and boundary genes listed in Table 1. This network is based on the input data from the founder cell-specific transcriptome dataset and, is therefore, highly relevant.

**Fig. 5:**
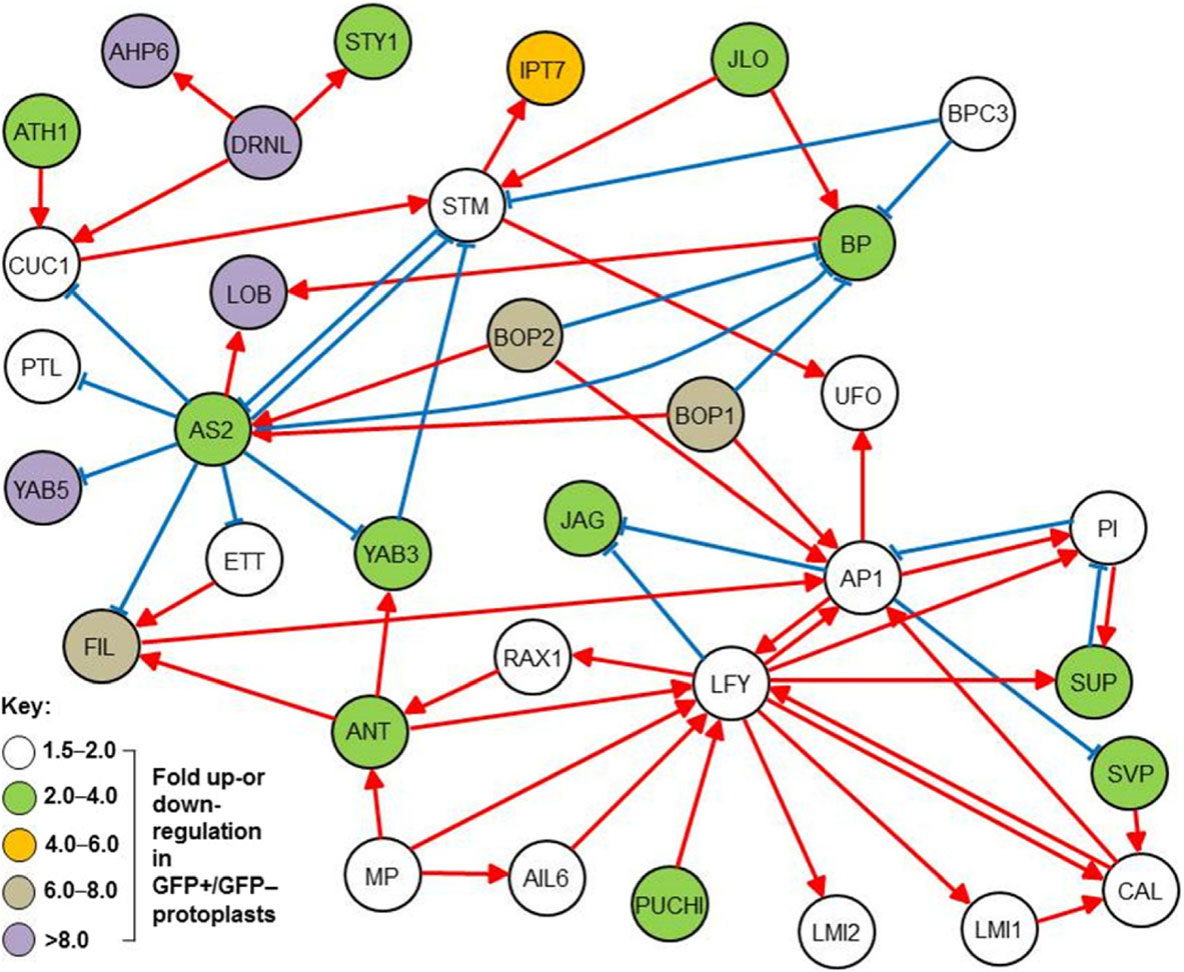
The gene network within *DRNL::GFP*-positive founder cells in the *ap1 cal* IM. Thirty-four significantly up- or downregulated DEGs were used to construct a high-confidence transcriptional network based on the Arabidopsis Transcriptional Regulatory Map (ATRM; Jin et al., [33]). The degree of up- or downregulation is depicted according to colour. Red arrows represent a positive regulation and blue bars a negative regulation of the target gene. Gene abbreviations are the same as in Table 1

### Auxin, cytokinin and other hormonal responses

Because interplay between auxin and cytokinin affects cell-type specification in the IM peripheral zone, we analysed the RNA-seq data with respect to cytokinin signalling and auxin biosynthesis, perception, polar transport, and response.

For auxin response, we assessed changes in the expression of gene families encoding auxin response factors (ARFs) and their cognate repressor AUX/IAA proteins. 

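Aux/IAA transcripts span a wide range in the ap1 cal IM. *IAA2* had 412 FPKM in GFP− protoplasts and *IAA16* 168, while *IAA15* had 0.485 and *IAA33* 0.340 (means, n = 4), and 28 of 29 genes were above the minimum for testing in the GFP+ and GFP− libraries.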

Within the *ap1 cal* IM, all 29 AUX/IAA genes were expressed in the *ap1 cal* IM at different levels and some (e.g., IAA15 or IAA33) were very lowly transcribed, below an NRC value of 10 (Fig. 6a). 

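*IAA20* (AT2G46990, chromosome 2, 19307855 to 19308990 in TAIR10), a member of the family without the domain for auxin-dependent degradation, rose from 2.82 ± 0.374 to 8.40 ± 2.49 FPKM in GFP+ protoplasts (mean ± SD, n = 4 each, log2 fold change 1.50, SE 0.24, adjusted p = 0.00529). *IAA29* had 1.33 ± 0.546 against 0.293 ± 0.178 and passed with the replicate block (log2 fold change 1.93, SE 0.43, adjusted p = 0.0209, and over the alternatives from 0.00255 with the replicate block to 0.0622). Over the 28 tested Aux/IAA genes limma called 1 higher and 4 lower, 2 and 10 adjusted over the list alone, and 2 and 9 with the block. The median log2 fold change was −0.42 (camera adjusted p = 0.0145, and 0.412 with an estimated correlation).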

Differences in expression between GFP+/− cells were observed for 15 genes (*p* ≤ 0.01), 14 of which showed a FC ≥ 1.5, including *IAA20* and *IAA29*, which were upregulated, but lowly transcribed, with 130 and 31 NRC, respectively, in GFP+ protoplasts (Fig. 6a). 

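The Aux/IAA genes that fell without a block were *IAA28* (1.40 ± 0.284 against 13.3 ± 3.66 FPKM in GFP+ and GFP−, log2 fold change −3.14, SE 0.24, adjusted p = 0.000396), *IAA7* (6.84 ± 3.04 against 27.7 ± 3.63, log2 fold change −2.08, SE 0.26, adjusted p = 0.00171), *IAA5* (0.492 against 5.27, log2 fold change −3.01, SE 0.51, adjusted p = 0.00670) and *IAA1* (1.25 against 8.16, log2 fold change −2.63, SE 0.47, adjusted p = 0.00798), of which *IAA1* was lost with the block (adjusted p = 0.0153; mean ± SD, n = 4 each). *IAA28* and *IAA7* encode repressors known from root development. The abundant *IAA2* (211 ± 60.8 against 412 ± 103), *IAA16* (77.3 ± 31.4 against 168 ± 38.2), *IAA19* (41.2 ± 8.81 against 66.5 ± 5.70) and *IAA27* (19.1 ± 4.40 against 37.2 ± 10.8) passed only with the block (adjusted p from 0.0275 to 0.0385 without it, and 0.000494 to 0.0955 for *IAA2* and 0.00379 to 0.0942 for *IAA16* over the alternatives). *IAA26* had 45.7 ± 10.6 against 78.8 ± 30.7 FPKM and passed neither fit (limma adjusted p = 0.0995 without and 0.0105 with the block).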

The remaining 13 differentially expressed *AUX*/*IAA* genes were repressed in GFP+ cells and those most affected in transcript numbers were *IAA2*, *IAA16*, *IAA19* or *IAA26*/*PAP1* and *IAA27*/*PAP2*, which were expressed in GFP− protoplasts in a range from 9,097–1,230 NRC and were repressed by about 50 % in GFP+ protoplasts (Fig. 6a).

**Fig. 6:**
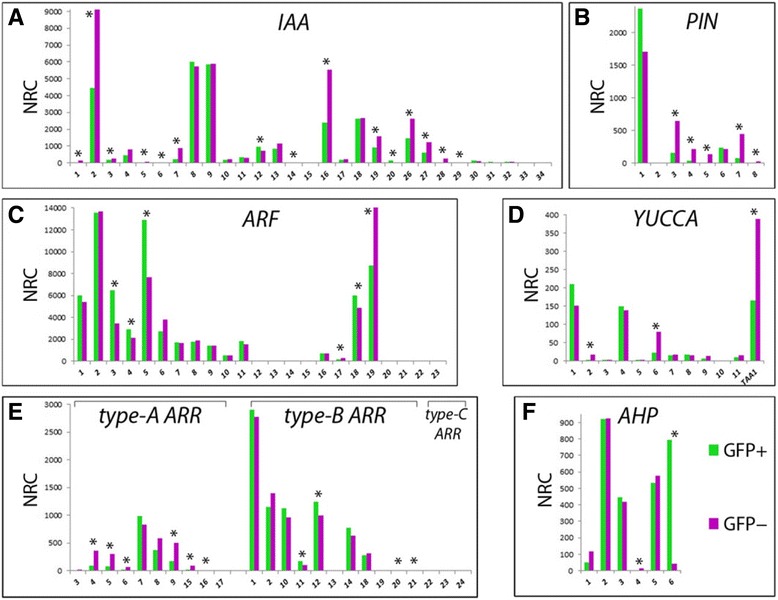
Overview of RNA-seq data for individual transcripts relating to auxin biosynthesis, transport and response, and cytokinin signalling, in terms of normalised read count (NRC) expression levels derived from DESeq2 analysis: **a** *Aux*/*IAA* genes; **b** the *PIN* gene family; **c** the auxin response factor family; **d** genes involved in auxin biosynthesis: the *YUCCA* genes and *TRYPTOPHAN AMINO TRANSFERASE OF ARABIDOPSIS1* (*TAA1*); **e** type-A and type-B cytokinin response regulators; **f** *ARABIDOPSIS HISTIDINE PHOSPHOTRANFERASE* genes. Green bars represent transcript abundance in *DRNL::GFP*-positive protoplasts and pink bars depict the NRC values in *DRNL::GFP*-negative protoplasts. NRC: normalised read counts

In contrast, 15 *ARF* genes were expressed: *ARF1–11* and *ARF16–19* and the remaining six ARF family members (*ARF12*–*15* and *ARF20*–*23*; *ARF23* is a pseudogene) were essentially not transcribed. 

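*MP*, *ETT* and *ARF19* were among the abundant ARF transcripts, with 83.3, 56.1 and 81.7 FPKM in GFP− protoplasts (means, n = 4). Of 23 ARF genes 15 were above the minimum for testing. The lowest of them, *ARF17*, a target of miR160, had 5.27 FPKM in GFP− and 2.96 in GFP+ protoplasts (log2 fold change −0.76, SE 0.37, limma adjusted p = 0.190, and 0.00300 with the replicate block).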

The relative NRCs of all *ARF* genes in GFP+ and GFP− cells are compared in Fig. 6c. The only ARFs that showed significantly altered expression in GFP+ protoplasts that exceeded the FC ≥ 1.5 (*p* ≤ 0.01) threshold were *ARF3/ETT* and *ARF5/MP*, which were up-regulated, and *ARF19*, which was downregulated (Fig. 6c). 

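*ETT* (AT2G33860, chromosome 2, 14325269 to 14328978 in TAIR10) and *MP* (AT1G19850, chromosome 1, 6886879 to 6891374), which activates *LFY* in flower initiation, were higher and *ARF19* (AT1G19220, chromosome 1, 6628068 to 6633087) lower in GFP+ protoplasts only when the replicate block was fitted. *MP* had 147 ± 30.8 against 83.3 ± 7.69 FPKM (log2 fold change 0.80, SE 0.17, adjusted p = 0.0181, and over the alternatives from 0.000339 with the replicate block to 0.0621) and *ARF19* 52.9 ± 5.66 against 81.7 ± 15.3 (log2 fold change −0.61, SE 0.15, adjusted p = 0.0303, and over the alternatives from 0.000436 with the replicate block to 0.0853; mean ± SD, n = 4 each). Without a block limma called 0 of 15 ARF genes (6 higher and 1 lower at unadjusted p under 0.05), and with it 2 higher and 2 lower, the fourth being *ARF17* (−0.76, SE 0.37, adjusted p = 0.190 and 0.00300 with the block).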

*ARF5/MP* and *ARF19* encode activating ARFs, whereas *ARF3/ETT* is a truncated repressor ARF. Thus, differences in the AUX/IAA complement in LOFCs exceed those of ARF partners and affect highly and lowly expressed genes.

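*PIN5* fell most among the auxin efflux carriers, with 0.204 ± 0.195 against 4.35 ± 1.40 FPKM in GFP+ and GFP− protoplasts (log2 fold change −4.08, SE 0.51, adjusted p = 0.00169), followed by *PIN7* (1.34 ± 0.350 against 7.51 ± 2.87, log2 fold change −2.36, SE 0.30, adjusted p = 0.00176), *PIN4* (0.667 ± 0.289 against 3.45 ± 1.03, log2 fold change −2.25, SE 0.37, adjusted p = 0.00586) and *PIN3* (2.37 ± 0.822 against 9.61 ± 2.92, log2 fold change −1.99, SE 0.31, adjusted p = 0.00423; mean ± SD, n = 4 each). *PIN8* (0.0404 against 0.848 FPKM) passed with the replicate block alone (log2 fold change −2.46, SE 0.56, adjusted p = 0.0221, and over the alternatives from 0.00740 with the replicate block to 0.1). Of 7 tested PIN genes 4 were lower in the first fit and 5 adjusted over the list alone, and camera called the list (adjusted p = 0.00103, and 0.350 with an estimated correlation). For auxin synthesis limma called 0 of 8 genes without the block (2 lower at unadjusted p under 0.05) and *TAA1* (4.86 against 11.0 FPKM, −1.11, SE 0.47, adjusted p = 0.136 and 0.000938 with the block) and *YUC6* (0.410 against 1.47, −1.54, SE 0.38, adjusted p = 0.0310 and 0.00347 with the block) with it. *YUC4* had 4.37 against 3.80 FPKM (0.23, SE 0.28, adjusted p = 0.599), and *YUC2* was too low to test (0.0576 against 0.328 FPKM). The authors' deposited table gives folds of −5.0 for *YUC2*, 1.07 for *YUC4* and −3.49 for *YUC6*.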

Among the PIN efflux auxin transporter gene family, *PIN3*, *PIN4*, *PIN5*, *PIN7* and *PIN8* were significantly (FC ≥ 1.5; *p* ≤ 0.01) downregulated in GFP+ protoplasts (Fig. 6b) and among the *YUCCA* (*YUC*) genes and *TRYPTOPHAN AMINO TRANSFERASE OF ARABIDOPSIS1* (*TAA1*), which encode the enzymes of the two-step pathway for auxin biosynthesis, only *YUC2*, *YUC4* and *TAA1* were significantly (FC ≥ 1.5; *p* ≤ 0.01) downregulated (Fig. 6d). Genes encoding the four members of the auxin receptor family (TIR1, AFB2, AFB3 and AFB5), showed virtually no or extremely small statistically non-significant transcriptional differences (FC ≥ 1.5, *p* ≤ 0.01) between GFP+ and GFP− protoplasts (data not shown).

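The receptor genes *TIR1* (87.8 ± 12.8 against 69.6 ± 11.0 FPKM in GFP+ and GFP−, mean ± SD, n = 4 each), *AFB2* (27.8 ± 2.68 against 23.0 ± 2.003), *AFB3* (26.6 ± 3.21 against 25.0 ± 5.63) and *AFB5* (37.0 ± 7.02 against 35.7 ± 10.8) had log2 fold changes of 0.34, 0.27, 0.11 and 0.08. *AFB4*, which the paper does not list, was the most abundant in protoplasts (276 ± 29.9 against 363 ± 85.8, log2 fold change −0.38) and had 15.8 and 15.3 FPKM in apices. Limma called 0 of the 6 receptor genes without the block and 0 with it (1 higher and 0 lower at unadjusted p under 0.05).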

At the level of cytokinin response regulators, genes encoding type-B ARR transcription factors that mediate cytokinin-regulated gene expression were hardly transcriptionally affected i.e., ARR1, ARR2, ARR10, ARR11, ARR12, ARR14 and ARR18 (Fig. 6e). 

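Type-B response regulators, which activate cytokinin-responsive genes, had close levels in GFP+ and GFP− protoplasts: *ARR1* 47.1 against 43.2, *ARR2* 17.2 against 19.6, *ARR10* 22.4 against 18.1, *ARR12* 24.0 against 18.3, *ARR14* 21.8 against 17.2 and *ARR18* 4.64 against 4.39 FPKM (means, n = 4 each). *ARR11* was the exception with the replicate block, at 3.04 ± 0.758 against 1.62 ± 0.155 (log2 fold change 0.85, SE 0.23, adjusted p = 0.0395, and over the alternatives from 0.00604 with the replicate block to 0.106). Of 7 tested type-B genes limma called 0 without the block (2 at unadjusted p under 0.05, 0 adjusted over the list alone) and 1 with it. Log2 fold changes ran from −0.18 to 0.85.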

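*ARR13* (0.0115 and 0.00484 FPKM in GFP+ and GFP−), *ARR19* (0 in all libraries), *ARR20* (0.0223 and 0.318) and *ARR21* (0 and 0.0783) were too low to test, and so were *ARR22* (0 in all libraries) and *ARR24* (0 and 0.349; means, n = 4 each).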

The remaining type-B response regulators, ARR13 and ARR19–21 and type-C ARRs, such as ARR22–24, were not expressed or were very lowly expressed in the *ap1 cal* IM. In contrast, type-A ARRs, which function as negative regulators of cytokinin signalling, were mostly repressed, except ARR7, which was transcriptionally unaffected (Fig. 6e). Therefore, *DRNL*-expressing cells differ from their surrounding neighbours with respect to increased *AHP6* expression and in the downregulation of most negatively acting type-A ARRs.

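*ARR5* had 2.49 ± 0.362 against 8.94 ± 1.78 FPKM in GFP+ and GFP− protoplasts (log2 fold change −1.79, SE 0.20, adjusted p = 0.00105), *ARR4* 3.02 ± 0.809 against 10.6 ± 2.89 (log2 fold change −1.78, SE 0.25, adjusted p = 0.00262) and *ARR15* 1.07 ± 0.443 against 4.69 ± 1.80 (log2 fold change −2.05, SE 0.35, adjusted p = 0.00684; mean ± SD, n = 4 each). These primary cytokinin response genes fell without a block, and *ARR6* (0.861 against 2.52 FPKM, −1.49, SE 0.29, adjusted p = 0.0122 and 0.00124 with the block), *ARR9* (5.03 against 15.0, −1.50, SE 0.34, adjusted p = 0.0229 and 0.00131 with the block) and *ARR16* (0.182 against 0.783, −1.51, SE 0.73, adjusted p = 0.184 and 0.00692 with the block) fell with it. *ARR7* (51.4 ± 5.69 against 42.3 ± 6.16 FPKM, 0.29, SE 0.14, adjusted p = 0.187), *ARR8* (8.29 against 12.6) and *ARR3* (0.203 against 0.396) passed neither fit. Limma called 3 of 9 tested type-A genes lower, 5 adjusted over the list alone and 6 with the block, and the median log2 fold change was −1.50 (camera adjusted p = 0.000310, and 0.288 with an estimated correlation).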

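*AHK2* had 9.79 ± 3.00 against 9.15 ± 3.04 FPKM in GFP+ and GFP− protoplasts, *AHK3* 31.9 ± 1.06 against 30.7 ± 1.56 and *AHK4* 16.9 ± 3.73 against 13.2 ± 2.29 (mean ± SD, n = 4 each), and limma called 0 of the 3 receptor genes in either fit (0 at unadjusted p under 0.05). The largest log2 fold change was 0.33 (*AHK4*, SE 0.19, adjusted p = 0.251).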

None of the three cytokinin receptor genes *AHK2*, *AHK3* and *AHK4*/*WOL1*, showed significant transcriptional differences between GFP+/GFP− cells, with NRC values varying between 1,000 and 3,000. Similarly, transcription of the histidine phosphotransfer protein genes *AHP2* (NRC 925/921) *AHP3* (NRC 416/447) or *AHP5* (NRC 575/535) was unaffected and genes encoding AHP1 and AHP4 were only weakly transcribed, although showed slightly reduced expression in GFP+ cells (Fig. 6f). This contrasts with expression of the atypical negative response regulator AHP6 protein, which was highly upregulated (FC = +18.08).

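*AHP2* (51.2 ± 5.46 against 48.5 ± 4.81 FPKM in GFP+ and GFP−), *AHP3* (24.8 ± 5.07 against 22.0 ± 3.80) and *AHP5* (19.96 ± 1.37 against 20.4 ± 1.11) had log2 fold changes of 0.08, 0.17 and −0.03 (mean ± SD, n = 4 each). *AHP1* had 2.84 ± 3.27 against 6.35 ± 3.18 and passed the threshold with the replicate block (log2 fold change −1.69, SE 0.72, adjusted p = 0.139, and over the alternatives from 0.00880 with the replicate block to 0.290). *AHP4* was barely detected (0.0528 against 0.851 FPKM, −1.92, SE 0.90, adjusted p = 0.172), so *AHP6* was the only member of the family that rose in limma.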

A few significantly DEGs were associated with other hormone pathways (Table 1) and included the upregulation of five *GAox* genes, the upregulation of *BRASSINOSTEROID-INSENSITIVE1-LIKE* (*BRL1*) and the downregulation of *BR ENHANCED EXPRESSION1* (*BEE1*) and *BEE2*.

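*GA3ox3* and *GA2ox4* (17.4 ± 5.20 against 5.23 ± 2.10 FPKM in GFP+ and GFP−, log2 fold change 1.74, SE 0.28, adjusted p = 0.00519), which make and inactivate gibberellin, rose without a block (mean ± SD, n = 4 each). *GA20ox2* (5.02 against 2.21, 1.17, SE 0.33, adjusted p = 0.0441 and 0.00716 with the block) and *GA2ox2* (84.9 against 50.8, 0.73, SE 0.20, adjusted p = 0.0395 and 0.000215 with the block) rose with the replicate block, and *GA3ox1* (0.937 against 0.429, 0.80, SE 0.47, adjusted p = 0.262) in neither fit. *GA2ox6*, outside Table 1, was lower with the block (94.4 against 180.3, −0.97, SE 0.41, adjusted p = 0.135 and 0.000486 with the block). *BEE1* (0.159 ± 0.176 against 1.49 ± 0.654 FPKM, log2 fold change −2.75, SE 0.48, adjusted p = 0.00721) and *BEE2* (0.460 ± 0.304 against 4.12 ± 1.85, log2 fold change −3.00, SE 0.49, adjusted p = 0.00528), which encode bHLH factors of brassinosteroid response, fell, and the brassinosteroid receptor gene *BRL1* (3.09 ± 0.390 against 1.83 ± 0.527) passed neither fit (log2 fold change 0.76, SE 0.25, adjusted p = 0.0689, and over the alternatives from 0.0134 with the replicate block to 0.173). Of 7 tested gibberellin oxidase genes limma called 2 higher, 4 adjusted over the list alone, and of 12 brassinosteroid genes 2 lower, 2 over the list alone.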

### Vascular development

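Xylem regulators were nearly absent from GFP+ protoplasts. *VND7* had 0.278 ± 0.0592 against 2.35 ± 0.814 FPKM in GFP+ and GFP− (log2 fold change −2.65, SE 0.31, adjusted p = 0.00123) and *VND6* 0.147 ± 0.0696 against 1.28 ± 0.667 (log2 fold change −2.38, SE 0.43, adjusted p = 0.00877), and both specify vessel cells (mean ± SD, n = 4 each). *NST1*, a regulator of secondary walls, passed with the replicate block (0.0612 against 0.530 FPKM, log2 fold change −1.84, SE 0.60, adjusted p = 0.0689, and over the alternatives from 0.00786 with the replicate block to 0.238), and the protease gene *XCP2* (0.642 ± 0.573 against 8.12 ± 5.01) passed neither fit (log2 fold change −3.84, SE 0.79, adjusted p = 0.0154, 0.0280 with the replicate block and 0.00605 to 0.0492 over the alternatives). Of the 12 vascular genes of Table 1, chosen by the study on the same samples, limma called 6 lower, 10 adjusted over the group alone and 11 with the block. A list of 14 xylem and secondary-wall genes outside Table 1 had 5 lower, 7 over the list alone and 9 with the block, among them the cellulose synthase gene *CESA8* (0.0796 against 1.98 FPKM, log2 fold change −3.50, SE 0.42, adjusted p = 0.00148), and camera called it (adjusted p = 7.04e-06, and 0.288 with an estimated correlation).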

There was a striking coordinated down regulation (FC ≥ 1.5; *p* ≤ 0.01) of twelve genes involved in vascular development in GFP+ cells, which are listed in Table 1. These genes included those encoding the peptide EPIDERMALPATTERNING FACTOR LIKE6 (EPFL6) involved in stem elongation, and *CLAVATA3/EMBRYO SURROUNDING REGION* (*CLE*) *41* and *CLE44*, which both encode TRACHEARY ELEMENT DIFFERENTIATION INHIBITORY FACTOR (TDIF). 

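*CLE41* (AT3G24770, chromosome 3, 9046533 to 9047463 in TAIR10), a source of TDIF peptide in phloem, had 7.59 ± 1.56 against 20.8 ± 4.44 FPKM in GFP+ and GFP− protoplasts and fell without a block (log2 fold change −1.44, SE 0.20, adjusted p = 0.00263; mean ± SD, n = 4 each). *CLE44* had 0.701 ± 0.303 against 2.24 ± 0.960 (log2 fold change −1.53, SE 0.39, adjusted p = 0.0330, and over the alternatives from 0.00116 with the replicate block to 0.183) and *EPFL6* 3.18 ± 1.30 against 6.87 ± 4.33 (log2 fold change −0.96, SE 0.43, adjusted p = 0.158, and over the alternatives from 0.00875 with the replicate block to 0.317), and both passed only with the block.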

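*WOX4* (AT1G46480, chromosome 1, 17236678 to 17238053 in TAIR10) fell by more than any other gene of Table 1 that limma called, from 5.72 ± 2.18 FPKM in GFP− to 0.209 ± 0.0643 in GFP+ protoplasts (mean ± SD, n = 4 each, log2 fold change −4.18, SE 0.33, adjusted p = 0.000407), with 11.4 and 11.5 in apices. Its upstream receptor gene *TDR/PXY* had 5.20 ± 2.24 against 14.7 ± 8.09 and was lower with the replicate block (log2 fold change −1.39, SE 0.41, adjusted p = 0.0538, and over the alternatives from 0.000395 with the replicate block to 0.137).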

Additional upregulated transcripts were *TDIF-RECEPTOR*/*PHLOEM INTERCALATED WITH XYLEM* (*TDR*/*PXY*), and *WUSCHEL-RELATED HOMEOBOX4* (*WOX4*), which is required for TDIF-induced procambial proliferation. 

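*HCA2*, a Dof factor that promotes cambium formation, fell to 1.23 ± 0.302 FPKM in GFP+ from 7.43 ± 2.57 in GFP− protoplasts (log2 fold change −2.46, SE 0.29, adjusted p = 0.00125), and *RUL1* to 3.75 ± 0.872 from 9.05 ± 2.01 (log2 fold change −1.25, SE 0.22, adjusted p = 0.00817; mean ± SD, n = 4 each). Of 8 further procambium genes limma called 0 (2 lower at unadjusted p under 0.05), and *ATHB8* was lower with the replicate block (2.65 against 9.21 FPKM, −1.69, SE 0.38, adjusted p = 0.0221 and 0.00779 with the block).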

The genes encoding REDUCED IN LATERAL GROWTH1 (RUL1), a receptor-like kinase involved in cambial activity and HIGH CAMBIAL ACTIVITY2 (HCA2) were also affected. Regulators of xylem differentiation that were upregulated in GFP+ protoplasts included *VASCULAR RELATED NAC DOMAIN* (*VND*) *6* and *VND7,* the targets of VND6, *XYLEM CYSTEINE PEPTIDASE* (*XCP*) *1* and *XCP2*, and *NAC SECONDARY WALL THICKENING PROMOTING FACTOR1* (*NST1*)*.*

### Post-transcriptional and epigenetic gene regulation

Because many transcription factors are regulated post-transcriptionally by miRNAs, we analysed the expression of miRNA loci known to be involved in development. 

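The locus of miR172a (AT2G28056) is the only miRNA locus of Table 1 that limma called, with 0.0469, 0.0782, 0.114 and 0.0583 FPKM in GFP+ replicates 1 to 4 and 2.46, 2.16, 1.65 and 0.973 in GFP− (log2 fold change −3.40, SE 0.36, adjusted p = 0.000908). The *TAS3A* precursor had 1.88 ± 0.914 against 3.98 ± 1.501 FPKM (mean ± SD, n = 4 each) and 16.8 and 19.3 in apices, and passed with the replicate block (log2 fold change −1.11, SE 0.40, adjusted p = 0.0929, and over the alternatives from 0.00681 with the replicate block to 0.244). The locus of miR172d had 0 in all GFP+ libraries and 0, 0, 13.0 and 12.1 FPKM in GFP−, and that of miR164b 3.56, 0, 2.51 and 0 in GFP+ and 0, 20.1, 5.62 and 0 in GFP−. The loci of miR390a, miR160c, miR156e and miR172b were listed at 0 in all 10 libraries. These values come from precursor transcripts, and mature miRNAs were not analysed here. The paper gives folds from read counts for the loci listed at 0 too, so an FPKM of 0 does not show that a locus had no reads. In the authors' deposited table 9 of the 11 genes of this group of Table 1 are lower.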

Ten different miRNAs were significantly (FC ≥ 1.5; *p* ≤ 0.01) downregulated (Table 1), including *miR164*, known to target *CUC1* and *CUC2*, *miR172* that targets a sub-group of *APETALA2* (*AP2*)-like genes and *miRNA390*, which regulates *TAS3A*, which was also downregulated, and correspondingly, *ETT/ARF3*, the known target gene, was upregulated. Considering epigenetic gene regulation, a group of 10 genes was significantly upregulated that are required for DNA methylation, and *DEMETER-LIKE3* (*DML3*), which can demethylate DNA, was downregulated (Table 1).

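*DDM1*, a chromatin remodeller needed for DNA methylation, had 46.3 ± 11.7 against 22.9 ± 4.55 FPKM in GFP+ and GFP− protoplasts, the maintenance methyltransferase *MET1* 37.0 ± 10.8 against 20.4 ± 4.09, *CMT3* 48.9 ± 11.2 against 28.3 ± 4.20, and *VIM1*, which recruits *MET1* to hemimethylated DNA, 63.1 ± 15.0 against 33.9 ± 5.99 (mean ± SD, n = 4 each). All 4 passed with the replicate block and not without it (*DDM1* log2 fold change 0.99, SE 0.22, adjusted p = 0.0198, and over the alternatives from 0.000167 with the replicate block to 0.0621, and adjusted p = 0.0575, 0.0322 and 0.0272 for the others without the block). In a list of 14 DNA methylation genes limma called 0 without the block (10 at unadjusted p under 0.05), 7 adjusted over the list alone and 9 with the block, and the median log2 fold change was 0.79 (camera adjusted p = 0.000541, and 0.398 with an estimated correlation). The mean of the list in log2 FPKM was 3.99, 3.98, 3.95 and 3.35 in GFP+ replicates 1 to 4 and 3.40, 3.24, 3.40 and 3.01 in GFP−. The S-phase genes had a similar median, and *MET1* and *VIM1* are known to peak in replicating cells. The demethylase gene *DML3* had 0.131 ± 0.0333 against 0.679 ± 0.280 FPKM and was lower with the block (log2 fold change −1.70, SE 0.36, adjusted p = 0.0165, and over the alternatives from 0.00526 with the replicate block to 0.178), and *ROS1* (27.5 against 23.1), *DME* (24.1 against 21.3) and *DML2* (12.2 against 11.7) passed neither fit.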

## Discussion

The rationale to perform FACS to discriminate *DRNL::* *GFP*-positive cells from *ap1 cal* IMs was that local *DRNL* expression at the flanks of primary or multiple-order IMs exhibits the typical spiral phyllotaxy of LOFCs. Therefore, the characterisation of this cell population by RNA-seq addresses the transcriptional networks operative during the earliest stages of lateral organ initiation and in the *ap1 cal* double mutant background, in a homogeneous reiterative environment of IM identity. RNA-seq analysis revealed more downregulated DEGs than upregulated DEGs in GFP+ protoplasts compared to GFP− protoplasts, considering transcriptional changes of FC ≥ 1.5 (*p* ≤ 0.01). The upregulated DEGs comprised preferential GO categories that supported primordium or floral differentiation, anisotropic growth or cell-cycle progression/division for morphogenesis and that contained several known direct targets of DRNL (*IAA20*, *CUC1*, *AHP6, SHI* [19] and *STYLISH1* (*STY1*) [34]. It remains to be confirmed whether GCC motifs within the promoters of *SHI/STY1* are physical targets of DRNL and contribute to the interpretation of positional information at the IM periphery downstream of *DRNL*. 

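Of the 5 known targets, *AHP6* and *IAA20* rose without a block. *STY1*, a regulator of auxin synthesis genes in gynoecium development, had 8.09 ± 2.02 against 2.72 ± 1.24 FPKM in GFP+ and GFP− protoplasts (log2 fold change 1.62, SE 0.32, adjusted p = 0.0138, and over the alternatives from 0.00229 with the replicate block to 0.0490) and the NAC gene *CUC1* 12.7 ± 3.55 against 7.47 ± 1.31 (log2 fold change 0.72, SE 0.24, adjusted p = 0.0751, and over the alternatives from 0.00168 with the replicate block to 0.183), and both passed with the block alone (mean ± SD, n = 4 each). *SHI* (2.20 ± 0.561 against 1.07 ± 0.197 FPKM) passed neither fit (log2 fold change 0.96, SE 0.26, adjusted p = 0.0395, 0.0112 with the replicate block and 0.00626 to 0.123 over the alternatives). As a list these genes had a median log2 fold change of 1.50 (camera adjusted p = 0.000132, and 0.261 with an estimated correlation), with 2 of 5 called by limma, 4 adjusted over the list alone. The paper names these targets among its genes higher in the same samples, so the list is not independent evidence.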

Although the known DRNL target genes have mostly been identified by constitutive *DRNL* overexpression, their demonstrated co-regulation here with *DRNL* activity within LOFCs supports their functional relevance in a defined developmental context with respect to bract or FM identity. Moreover, the RNA-seq data suggest that in addition to *STY1* and *SHI, SHI-RELATED SEQUENCE7* (*SRS7*) and at low transcript levels, *SRS4*, identified as putative *DRNL* targets by [34], might also be functionally relevant in this developmental context.

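*SRS7*, a member of the SHI/STY family, had 30.8 ± 8.01 against 13.2 ± 2.54 FPKM in GFP+ and GFP− protoplasts and 52.4 and 53.9 in apices, and *SRS4* had 0.804 ± 0.198 against 0.209 ± 0.0959 and 1.61 and 1.81 (mean ± SD, n = 4 protoplast libraries each). *SRS7* rose without a block, and *SRS4* passed with it (log2 fold change 1.57, SE 0.36, adjusted p = 0.0223, 0.00333 with the replicate block and 0.00290 to 0.0776 over the alternatives). Of 8 tested members of the family limma called 1 higher, 5 adjusted over the list alone, and 5 with the block, among them *SRS5* (32.0 against 18.2 FPKM, 0.82, SE 0.48, adjusted p = 0.268 and 0.000533 with the block), and *LRP1* (80.2 against 56.5) stayed under a fold of 1.5.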

### The transcriptional network of *DRNL::GFP*-positive cells

The downregulation of the meristematic cell markers *STM* and *BP* in *DRNL*::*GFP+* cells demonstrates loss of meristem identity and is compatible with the acquisition of LOFC fate in a spiral phyllotaxy within the IM peripheral zone. It is accompanied by the transcriptional upregulation of many classical markers such as *AP1*, *CAL*, *LFY*, *UFO* and *AS2*, which are either associated with floral meristem identity or lateral primordia development [9, 35–38]. However, the transcriptional network (Fig. 5) shows that in addition to the transcriptional activation of individual lateral organ markers, entire regulatory gene modules are coordinately upregulated in *DRNL::GFP*+ cells. One well-characterised GRN associated with lateral organ initiation at the IM periphery involves *LFY*, *ANT*, *AIL6* and *FIL* downstream of MP [16, 39], and the subsequent upregulation of *LMI1*, *LMI2*, *TLP8* and *RAX1* by LFY [40–43]. The upregulation of these nine genes in the LOFC transcriptome confirms that this genetic interaction module contributes to the earliest stage of primordia anlagen. 

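Of the 9 genes of this module, *FIL*, *ANT* and *AIL6* were called without a block and the other 6 with it. *TUB8*, a tubby-like gene that the paper also calls TLP8, had 26.3 ± 7.67 against 16.2 ± 3.57 FPKM in GFP+ and GFP− protoplasts (mean ± SD, n = 4 each, log2 fold change 0.67, SE 0.23, adjusted p = 0.0801, and over the alternatives from 0.000513 with the replicate block to 0.187). The median log2 fold change of the module was 0.99, limma called 3 of 9 genes, 7 adjusted over the module alone and 9 with the block, and camera called it (adjusted p = 3.96e-06, and 0.210 with an estimated correlation). Table 1 holds all 9, and the study chose its genes on the same samples, so the result is not independent evidence.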

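*AS2*, an adaxial LBD gene that represses KNOX genes with *AS1*, had 2.16 ± 0.841 against 0.642 ± 0.339 FPKM in GFP+ and GFP− protoplasts (mean ± SD, n = 4 each) and passed with the replicate block (log2 fold change 1.65, SE 0.48, adjusted p = 0.0508, and over the alternatives from 0.00110 with the replicate block to 0.137). Apices had 1.05 and 1.24 FPKM of *AS2* and 5.48 and 4.16 of *JLO*.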

Other known interactions within the transcriptional network are the upregulation of *JLO* and *AS2*, whose gene products repress the class I *KNOX* genes *STM* and *BP* [44] and the increase in *AS2*, *YAB5* and *ETT* transcripts, of which the abaxial determinants *YAB5*, and *ARF3* are subsequently adaxially repressed by the *AS1*/*AS2* complex via polycomb-dependent and -independent mechanisms [45].

Two other functional groups of DEGs relate to polarity determination and boundary creation. Lateral organ progenitor cell divisions in the IM occur along a trajectory defined by a centro-peripheral axis [20], which is important for suppressing bract outgrowth and establishing positional information that leads to FM initiation at the adaxial domain of the cryptic bract, and also underlies the unidirectional order of sepal initiation before floral stage 2 [6]. Polarity determinants that are upregulated in LOFCs at the IM periphery include *PUCHI* [4], *BOP1* and *BOP2* [21] and *JAG* [46], which are involved in bract suppression, and several members of the YAB class of transcription factors [47] or *ETT* [24] that affect the ad-/abaxial polarity of lateral organs.

The RNA-seq data furthermore suggest that gene interactions involved in polarity at other developmental stages might function more ubiquitously: for example, *NUBBIN* and *JAG* redundantly promote the polar differentiation of stamen and carpel tissue [48], but their co-upregulation in LOFCs at the IM periphery suggests a potential co-function in these cells. In addition, *RAX1*/*MYB37*, which functions to specify a stem-cell niche for axillary vegetative meristem formation [49], is significantly upregulated and might have an analogous but uncharacterised role in the initiation of FMs as axillary meristems in the cryptic bract axil.

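*NUB* had 6.82 ± 4.14 against 0.885 ± 0.685 FPKM in GFP+ and GFP− protoplasts and 0.228 and 1.26 in apices, and its paralogue *JAG* had 0.132 and 0.467 in apices (mean ± SD, n = 4 protoplast libraries each). *NUB* passed with the replicate block (log2 fold change 2.74, SE 0.69, adjusted p = 0.0312, and over the alternatives from 0.000319 with the replicate block to 0.0937). The GFP+ libraries had 5.80, 1.41, 10.4 and 9.64 FPKM of *NUB* in replicates 1 to 4, against 0.530, 0.278, 0.889 and 1.84 in GFP−, and of *JAG* 2.08, 0.347, 4.04 and 4.00 against 0.208, 0.274, 0.687 and 1.25.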

The initial bulging stage in stage 1 flowers, when the bract is morphologically visible [2], involves the creation of a boundary between the bract and the IM. 

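*LBD18* had 4.16 ± 2.24 against 1.79 ± 0.677 FPKM in GFP+ and GFP− protoplasts and *LOJ*, a gene of lateral organ junctions, 3.42 ± 1.01 against 1.97 ± 0.373 (mean ± SD, n = 4 each). Like *JLO* and *CUC1* they passed with the replicate block alone (*LBD18* log2 fold change 1.11, SE 0.38, adjusted p = 0.0785, and over the alternatives from 0.00121 with the replicate block to 0.177, *LOJ* log2 fold change 0.73, SE 0.27, adjusted p = 0.0969, and over the alternatives from 0.00644 with the replicate block to 0.235). *SUP*, a repressor at the boundary of floral whorls, had 1.35 against 0.1996 FPKM (log2 fold change 2.05, SE 0.98, adjusted p = 0.182, and over the alternatives from 0.00764 with the replicate block to 0.368), with 0.824, 0.0404, 2.32 and 2.20 in the GFP+ replicates, and *CUC2* (6.59 against 4.62) and *CUC3* (12.2 against 8.66) passed neither fit.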

In support of this, a cohort of boundary genes is upregulated in GFP+ cells, including *LBD30*/*JLO* [50], *LBD18* [51], *LOJ* [52] and *CUC1* [53]. The boundary domain possesses its own transcriptional network that represses cell divisions and is characterised by a low level of brassinosteroids [54, 55]; the strong downregulation of the brassinosteroid signalling components BEE1 and BEE2 in *DRNL::GFP*-positive cells indicates that some components of BR signalling are repressed in LOFCs.

### Lateral organ founder-cell specification is associated with subtle changes in auxin or cytokinin biology

Auxin is absolutely required for the FM initiation at the IM and auxin response maxima indicated by the *DR5* reporter are paradigmatically associated with sites of incipient lateral organ initiation [13]. However, auxin-dependent phyllotaxy also depends on a gradient of cytokinin signalling patterned by the negative cytokinin response regulator AHP6 [18], which is a direct target of DRNL and is also co-expressed with *DRNL* in the cryptic bract domain, which is spatially distinct and more distal in the IM to that of auxin response maxima [6]. Therefore, interplay between cytokinin and auxin in two adjacent domains is instructive for the positioning of lateral organs in the IM [56], which presumably relates to FM founder cells in cryptic bract axils. In analogous developmental contexts, such as the patterning of lateral organs from the SAM [57] and axillary bud growth [58], an auxin minimum is required. The RNA-seq data here show limited differences in auxin and cytokinin responses within the LOFC; few *Aux*/*IAA* or *ARR* genes are significantly differentially expressed and many show extremely low transcript levels. Importantly, only three ARFs are differentially expressed: *ETT*, which plays a role in floral polarity [24], and the activator ARFs, *ARF19* and *ARF5*/*MP. MONOPTEROS* is a master regulator, which instigates a gene regulatory network via *LFY* transcription that leads to FM initiation [16, 17, 39,]. The most striking difference in cytokinin signalling and response is the specific upregulation of *AHP6*, which is a pseudohistidine kinase that lacks the characteristic histidine that facilitates phosphorelay during cytokinin signal transduction and is thought to act as a global negative regulator of cytokinin signalling by competing with other AHPs [59]. The transcript levels of type-B *ARR* genes remain unaffected in LOFCs, whereas type-A *ARR* genes, except ARR7, are transcriptionally downregulated.

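*PIN6* had 4.64 ± 2.54 against 3.96 ± 1.86 FPKM in GFP+ and GFP− (mean ± SD, n = 4 each, 0.12, SE 0.47, adjusted p = 0.884 for its log2 fold change in limma). The auxin influx gene *LAX3* fell with the efflux genes (0.383 against 2.12 FPKM, log2 fold change −2.12, SE 0.35, adjusted p = 0.00582), and of 5 genes of auxin influx and its control it was the 1 called.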

A similar selective response is seen for auxin efflux carriers, where *PIN3, 4, 5* and *7* transcription is collectively repressed in LOFCs, whereas the abundant *PIN1* or low *PIN6* transcript levels remain essentially unaltered in *DRNL*-expressing cells relative to non-expressing meristematic cells. There is little evidence for global changes in transcription with respect to auxin biosynthesis, transport or perception that accompany LOFC specification at the IM periphery, in striking contrast to the substantial changes in the transcription factor network (Fig. 5) discussed above. Thus, cytokinin or auxin responses for LOFC specification either rely on post-transcriptional control mechanisms or on individual gene activities, such as the large increase in *AHP6*. Alternatively, small transcriptional changes in many AUX/IAA proteins are fundamentally important. Numerically, the downregulation of *ARF19* transcripts is compensated by increased *MP/ARF5* mRNA levels, which might relate to target-gene specificity, although the transcription of the chromatin remodelling factors BRAHMA and SPLAYED, which regulate MP activity [17], remain unaffected in the transcriptome data here.

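*BRM* had 51.9 ± 10.6 against 43.5 ± 5.62 FPKM in GFP+ and GFP− protoplasts and *SYD* 35.9 ± 5.51 against 30.0 ± 1.47 (mean ± SD, n = 4 each). Limma called neither in either fit, with a log2 fold change of 0.24 (SE 0.17, adjusted p = 0.349) for *BRM* and 0.24 (SE 0.13, adjusted p = 0.221) for *SYD*, which encode SWI/SNF remodelling ATPases.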

### Epigenetic and post-translational aspects of the LOFC transcriptome

The downregulation of many miRNAs in LOFCs highlights the relevance of their cell-type-specific spatio-temporal functions in post-transcriptionally regulating the expression of transcription factors during plant development by cleaving mRNAs or blocking translation.

Consistent with the observed upregulation of *CUC1*, miR164, which regulates *CUC1* expression by mRNA cleavage [60] is downregulated. Similarly, the negative regulation of *ETT* transcript accumulation by *miR390* during phase-change [61], which cleaves TAS3A [62], is consistent with a significantly lower *miR390* and TAS3A abundance observed in LOFCs here and the upregulation of *ETT*, suggesting that this regulatory module functions early in LOFCs. Furthermore, *miR172* negatively regulates a sub-set of *APETALA2* (*AP2*)-type genes, including the floral organ identity gene *AP2*, by blocking mRNA translation [63], which is consistent with no significant change in the expression of AP2 or the other *miR172* targets *TARGET OF EARLY ACTIVATION TAGGED* (*EAT*) *1* (*TOE1*), *TOE2*, *TOE3*, *SCHLAFMUTZE* and *SCHNARCHZAPFEN*. 

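The miR172 targets had similar levels in the 2 kinds of protoplast, with *TOE1* at 2.40 ± 0.390 against 3.31 ± 0.256, *TOE2* at 7.55 ± 0.383 against 7.31 ± 1.12 and *AP2* at 6.02 ± 0.683 against 4.92 ± 1.13 FPKM in GFP+ and GFP− (mean ± SD, n = 4 each), while *TOE1* had 15.3 and 19.0 in apices. *TOE3* (2.48 against 3.77), *SMZ* (0.743 against 1.04) and *SNZ* (0.213 against 0.230) were low, and *TOE3* overlaps another annotated gene. Limma called 0 of the 6 genes in either fit (1 lower and 0 higher at unadjusted p under 0.05).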

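*ARF10* (8.93 ± 2.29 against 8.22 ± 2.61 FPKM in GFP+ and GFP−) and *ARF16* (11.7 ± 3.26 against 11.3 ± 3.10) are targets of miR160, and *SPL9* (18.1 ± 8.54 against 16.3 ± 9.31) and *SPL15* (3.74 ± 1.08 against 6.29 ± 2.90) of miR156 (mean ± SD, n = 4 each). *ARF10*, *ARF16* and *SPL9* passed neither fit, and *SPL15* was lower with the replicate block (log2 fold change −0.68, SE 0.32, adjusted p = 0.172, and over the alternatives from 0.00842 with the replicate block to 0.330). Among 25 tested targets of miR156, miR159, miR160, miR164, miR319 and TAS3 limma called 0 without the block (4 higher and 2 lower at unadjusted p under 0.05, 0 and 0 called when adjusted over the list alone), and with it 3 higher, *ETT* and *CUC1* among them, and 3 lower.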

Other miRNAs downregulated here potentially regulate *ARF* (*miR160*) [64] and *SPL* genes (*MiR156*) involved in phase change and the regulation of flower-promoting MADS-box genes [65].

The coordinated upregulation of ten genes involved in DNA methylation, particularly the cluster of *VIM* genes [66] and the downregulation of the demethylase, *DML3* [67], suggest that epigenetic gene regulation contributes to the specification of founder cells marked by *DRNL*, in addition to transcriptional changes.

### The RNA-seq data support bract initiation as the initial step of lateral organ development at the IM periphery

Phytomer theory predicates that the earliest event in lateral organ initiation at the IM periphery is bract initiation, followed by the initiation and outgrowth of the FM, which consumes the cryptic bract founder-cell population [68]. 

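All 6 genes of this group were higher in GFP+ protoplasts, *FIL*, *BOP1* and *BOP2* without a block and *LFY*, *PUCHI* (5.94 ± 2.38 against 1.67 ± 0.647 FPKM in GFP+ and GFP−) and *UFO* (10.9 ± 3.27 against 5.72 ± 2.17; mean ± SD, n = 4 each) with it. The median log2 fold change was 2.01, and limma called 6 of 6 when adjusted over the group alone. Camera called the group (adjusted p = 1.56e-05, and 0.210 with an estimated correlation). The study named these genes from the same data.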

The data here contain many upregulated genes associated with floral bract suppression, i.e., *LFY*, *PUCHI*, *BOP1, BOP2*, *UFO* and *FIL*, which allow bract outgrowth when mutated [4, 21, 35, 69, 70], suggesting that bract suppression in wild type is due to the concerted function of several genes that potentially antagonise *JAG* to promote bract development [46]. The interplay between founder-cell recruitment for the bract and FM has been demonstrated genetically using *DRNL* as a marker [6], and functionally, by ablation of the *LFY* expression domain [71]. Expression of *LFY* in the IM encompasses the cryptic bract region and subsequently, the FM, where mobile LFY protein contributes to bract and FM identity [72, 73]. According to the IM/FM mosaic phenotype of *puchi* mutant flowers and the phenomenon of floral reversion, LOFCs at the IM periphery have the potential to newly acquire bract and FM fate or to revert to IM identity. The downregulation of a consortium of genes involved in vasculature differentiation in GFP+ protoplasts suggests that the suppression of vasculature development is an important facet of early lateral organ initiation.

The LOFC transcriptome data here lead to the following conclusions: firstly, the initial LOFC fate acquired at the IM periphery is bract identity, suggested by the upregulation of numerous genes functionally associated with leaf development and ab-/adaxial leaf polarity. This is also supported by the downregulation of the *KNOX* genes *BP* and *STM*, which are antagonised in leaves by *AS1*/*AS2* complex components that are activated in LOFCs, and the initial absence of increased *WUS* and *CLV3* activity, which are reactivated in stage 2 flower primordia [7, 8] to reinstate a stem-cell population in the autonomous FM. 

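*WUS*, which marks the organising centre, had 3.90 ± 1.16 against 2.11 ± 0.766 FPKM in GFP+ and GFP− protoplasts and 3.48 and 3.501 in apices, and *CLV3*, the stem-cell peptide gene, 3.63 ± 1.60 against 4.45 ± 1.85 and 10.6 and 14.2 (mean ± SD, n = 4 protoplast libraries each). Neither passed (*WUS* log2 fold change 0.90, SE 0.35, adjusted p = 0.111, and over the alternatives from 0.0341 with the replicate block to 0.260, *CLV3* −0.30, SE 0.36, adjusted p = 0.596 in limma). *AS1* had 59.9 ± 19.6 against 34.9 ± 18.0 FPKM and passed with the block (log2 fold change 0.87, SE 0.36, adjusted p = 0.130, and over the alternatives from 0.00204 with the replicate block to 0.291).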

Secondly, polar determinants reinforce the autonomy of the LOFC by concomitantly initiating a morphological boundary between the surrounding IM cells. Thirdly, despite evidence for altered interactions within transcription factor networks in LOFCs, the selective changes in auxin signalling observed at the earliest time-point of LOFC initiation are inconsistent with the paradigm that auxin response maxima prepattern sites of lateral organ initiation. However, with respect to cytokinin signalling, the massive co-upregulation of *AHP6* and *DRNL* expression is striking.

## Conclusions

The RNA-seq data obtained following the separation of *DRNL*-expressing LOFCs from the *ap1 cal* IM via FACS provide a unique, robust and cell-type-specific data set that depicts a very early cellular decision towards differentiation in the IM peripheral zone. The differentially expressed transcripts suggest that lateral organ founder-cell specification involves the creation of polarity from the centre to the periphery of the IM and the establishment of a boundary from surrounding cells, consistent with bract initiation. However, contrary to the established paradigm that sites of auxin response maxima pre-pattern lateral organ initiation in the IM, auxin response might play a minor role in the earliest stages of lateral floral initiation. The transcriptome data can not only be used to validate genetic interactions within LOFCs and candidate physical targets of the DRNL AP2-type transcription factor in a cell-type-specific manner, but represent a valuable community resource to address unresolved questions concerning the molecular repertoire that underlies cellular differentiation in the IM peripheral zone, i.e., the specification of bract, sepal or FM founder cells.

## Methods

### Genetic material and growth conditions

To generate material for FACS, we crossed the *ap1 cal* mutant (Nottingham Arabidopsis Stock Centre accession N6161) to the *DRNL::erGFP* marker line and identified transgenic *DRNL::erGFP ap1 cal* progeny in the F_2_ generation. All plants were grown in a controlled greenhouse environment in long-day (16 h light: 8 h dark) conditions.

### Confocal imaging

A Zeiss LSM 700 confocal laser scanning microscope was used to image the *DRNL::GFP* transgenic *ap1 cal* inflorescences and to check the integrity and concentration of *GFP*-expressing protoplasts. GFP was excited at 488 nm and emission was analysed between 490 and 560 nm.

### Fluorescence-activated cell sorting (FACS)

For cell sorting, inflorescence apices of approximately 700 *DRNL::erGFP ap1 cal* plants were harvested four to five weeks after sowing, before the IM showed histological evidence of floral organogenesis. Protoplasts were prepared from inflorescence apices in 30 mL FACS-medium (10 mM KCl, 2 mM MgCl_2_, 2 mM CaCl_2_, 1 g/L BSA, 0.4 g/L MES, 109.3 g/L mannitol, pH 5.5) supplemented with cellulase (20 g/L; Sigma-Aldrich) and pectolyase (1 g/L; Sigma-Aldrich). Free-floating single protoplasts from superficial cell layers were separated from remaining explant tissue by filtration through miracloth (MerckMillipore) and were centrifuged (500 r.p.m., 10 min, 4 °C) and resuspended in 0.5 − 2.0 mL FACS medium to concentrate the suspension to a mean concentration of 7.0 × 10^7^ cells/mL. The GFP-positive (GFP+) and GFP-negative (GFP–) cells were immediately separated on a FACS Vantage SE (Becton Dickinson) sorter for a maximum period of 1 h (36,000 cells s^−1^ flow rate; 100-μm aperture). The sorted protoplasts were directly collected into 9.9 mL DCT lysis solution (Invitrap Spin Plant RNA Mini Kit, Stratec, Berlin) supplemented with 100 μL 1 M DTT and 10 μL RNase Inhibitor (1 U/μL Thermo Fisher Scientific). The protoplast suspension:RNA lysis buffer volume ratio did not exceed 1:5 and frequent mixing during protoplast collection was essential for RNA quality. All other steps followed the manufacturer’s (Stratec) instructions. The number of collected GFP+ protoplasts typically varied between 100,000 to 350,000 per experiment and approximately 500,000 to 700,000 GFP− protoplasts were collected as a negative control. The Invitrap Spin Plant RNA Mini Kit was also used to isolate RNA from *ap1 cal* inflorescence apices.

### Library preparation and deep sequencing

The TruSeq v2 RNA sample preparation kit (Ilumina) was used to prepare cDNA libraries from 200 ng total GFP+ or GFP− RNA. Poly (A)^+^ RNA was purified onto oligo-dT magnetic beads and was fragmented using divalent cations at elevated temperature; RNA fragments were reverse-transcribed using random primers, followed by second-strand cDNA synthesis with RNase H/DNA Polymerase I. After end repair and A-tailing, adapters were ligated and the indexed cDNA products were purified and amplified by PCR (15 cycles) to create the final cDNA libraries. Library quality was validated on a 2200 TapeStation (Agilent Technologies) and individual libraries were quantified on the Qubit System (Invitrogen) prior to pooling and pool quantification via the KAPA Library Quantification kit (Peqlab) and the 7900HT Sequence Detection System (Applied Biosystems). The pooled, indexed libraries were loaded and analysed on an Illumina GAIIx sequencer using the 2 × 100-bp v3 protocol.

### Data analyses

Next-generation sequencing data were analysed using QuickNGS, a high-throughput next-generation sequencing analysis pipeline [74]: Fast QC (Babraham Bioinformatics), as well as read statistics derived from the SAMtools packages, were used to check the quality of the raw data. All software used in QuickNGS version 1.2.0 are summarised at http://athen.cecad.uni-koeln.de/quickngs/web/doc/algorithms.php. Reads were mapped to the *Arabidopsis* reference genome (TAIR v 10; ftp://ftp.arabidopsis.org/home/tair/Genes/TAIR10_genome_release) using TopHat2 [75] using the default parameters and gene quantification was performed using a combination of Cufflinks [76] and the DEseq2 package [77] with genomic annotation from the TAIR10 genome release. Results were uploaded into an in-house MySQL database and merged with annotations obtained with biomaRt from EnsemblGenomes, version 26. The gene lists were filtered according to the fold change (FC) and *p*-value, which were calculated with the DESeq2 package [78] from the Bioconductor project based on library size-normalised read counts (NRC). In contrast, gene expression for the individual samples was calculated by the Cufflinks package and returned as fragments per kilobase of transcript per million mapped read values (FPKM), which represents normalisation by molecule size. To reduce false positives among the differentially expressed genes, we considered only transcripts for which sufficient reads were detected in both the GFP+ and GFP− inputs.

The Principal Component Analysis (PCA) was computed by the R language for statistical computing and was based on log_2_-transformed FPKM values as obtained from the Cufflinks analysis.

The gene ontology grouping of differentially expressed genes was performed at TAIR https://www.arabidopsis.org/tools/bulk/go/index.jsp and the molecular interaction networks were visualised by the Biological Networks Gene Ontology tool (BiNGO) (v. 3.0.3; [32]) in Cytoscape v.3.3 [79]. The appropriate *Arabidopsis thaliana* customised GO annotation file was downloaded from http://geneontology.org (20 June 2015). The BiNGO software calculates the probability of an overrepresentation of genes in a GO-group within the GO hierarchy and includes the false discovery rate (FDR) via the Benjamini and Hochberg correction at a significance level set to a value of 0.05 in our analyses. To construct the transcriptional network within the *DRNL*-marked founder-cell population, we used the Arabidopsis Transcriptional Regulatory Map (ATRM) dataset [33], supplemented with some additional gene–gene interactions from the literature. Transcription factors from the transcriptome dataset that were up- or downregulated more than 1.5-fold at *p* ≤ 0.01 and that were contained within the ATRM dataset were used to construct a network that was visualised in Cytoscape v.3.3.

### Quantitative RT-PCR

For qPCR, RNA (300 to 2,700 ng) was reverse-transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany). Real-time PCR experiments were performed using the 7500 Fast Real-Time PCR System by Applied Biosystems. SYBR Select Master Mix (life technologies) and the Fast SYBR Green Master Mix Protocol (Applied Biosystems) were used for the experiments. To verify the RNA-seq data, the expression of 18 genes was assessed by qPCR in up to three biological replicates and three technical replicates; 3– 12 ng cDNA per well was analysed. For evaluation, Ct-values were normalised to those of *ACTIN2* (*At3g18780*) and primer efficiency; primer sequences are listed in Additional file 2. Gene expression levels were calculated using the ddCt method [80]. If the Ct-value could not be determined due to low transcript levels, a value of 40 was assumed for further calculations.

## Additional files

Additional file 1: Comparison of log_2_-transformed expression from qRT-PCR for a subset of 18 up- or downregulated genes from the transcriptome dataset normalised to *ACTIN2* expression and the log_2_ (relative expression) from RNA-seq. (DOC 150 kb)
Additional file 2: Primer sequences and list of genes used for real-time PCR expression analysis. (DOCX 147 kb)

## Abbreviations

DEG(s): Differentially expressed gene(s)
FACS: Fluorescence-activated cell sorting
FM: Floral meristem
GO: Gene ontology
GRN: Gene regulatory network
IM: Inflorescence meristem
LOFC: Lateral organ founder cells
NRC: Normalised read counts
RNA-seq: RNA sequencing

# Supplementary material for: The founder-cell transcriptome in the Arabidopsis apetala1 cauliflower inflorescence meristem
**Source:** BMC Genomics. 2016 Nov 3;17:855. doi: 10.1186/s12864-016-3189-x

**Additional file 2.** List of genes and primer sequences used for real-time PCR expression analysis.

|  |  |  | |  |
| --- | --- | --- | --- | --- |
| **Gene ID** | **Alias** | **Primer** |  | **Primer sequence (5´ to 3´)** |
| *At1g24590* | *DRNL* | FP |  | GGTCAAGTACCATTGAGAACGA |
|  |  | RP |  | TTTTGGTAAGAAGCCTTGAACA |
| *At2g46990* | *IAA20* | FP |  | ACGGACCTGAGACTCGGACT |
|  |  | RP |  | CCGCCACATATTCCGCATCC |
| *At5g18560* | *PUCHI* | FP |  | TGCATTGTCCCAAACCACTGC |
|  |  | RP |  | AGGCTTTGCTTGCTACCGGA |
| *At3g51060* | *STY1* | FP |  | CGCGGTGAGAGCGTTCCTAA |
|  |  | RP |  | CACCGCCGATGAACTCACCT |
| *At2g28610* | *PRS* | FP |  | TGGCTTCAACGAGGTGGTGT |
|  |  | RP |  | ACGCCAAGTGAGCTGTGATCT |
| *At1g46480* | *WOX4* | FP |  | AGGACATGTAGGAGCTGGGGAT |
|  |  | RP |  | AGAGGAAAAAGCTCGAGGGTTACA |
| *At5g61850* | *LFY* | FP |  | TTCAAGCACCACCTCCGGTT |
|  |  | RP |  | CTTCGCCGCCGTGTAGAAAC |
| *At1g80100* | *AHP6* | FP |  | f C F CGCAACCTTAGATTATTGTTGAT |
|  |  | RP |  | CCCTACGAGCACCAATGC |
| *At2g41370* | *BOP2* | FP |  | CGTACCCGCTAGCCCAACAA |
|  |  | RP |  | TGTTTCTGCGGCACGATGGA |
| *At3g02000* | *ROXY1* | FP |  | AGAGCGCGGTGGTGATCTTC |
|  |  | RP |  | ATGAGGGCTCGCTGGATGTC |
| *At4g37490* | *CYCB1;1* | FP |  | TGTGCAAAGCTGTTGGCGTA |
|  |  | RP |  | AGGGATCAAAGCCACAGCGA |
| *At1g69870* | *NRT1.7* | FP |  | CTTCCCTTCTACGACCGCGT |
|  |  | RP |  | CACAATGCCCGCAACGATCA |
| *At3g57040* | *ARR9* | FP |  | TCGCAACCGCTGTCTGATCT |
|  |  | RP |  | TCCCCTCTCTGCATTCCCTACT |
| *At4g08150* | *KNAT1* | FP |  | CAACAGCGGTCAACACCGTC |
|  |  | RP |  | TGGGCCTTGTTAGCTCCTCAC |
| *At3g12580* | *HSP70* | FP |  | CAGACAACCAGCCCGGTGTA |
|  |  | RP |  | CGGTACACCTCGTGGAGCAG |
| *At3g18780* | *Actin 2* | FP |  | GTGTTGTTAGCAACTGGGATGA |
|  |  | RP |  | CTCTTCAGGAGCAATACGAAGC |
| *At1g19850* | *MP* | FP |  | AACCGCCAACCGTACTCCTT |
|  |  | RP |  | CTGAGAGCTGAGACCCGCAT |
| *At2g45190* | *YAB1* | FP |  | TCCGATGTGGTTGCTGTACCA |
|  |  | RP |  | ACGGTGCATCTCTCAGCTCC |
| *At4g21690* | *GA3OX3* | FP |  | TCTGGTCCAAACCCGAACCC |
|  |  | RP |  | CACCCCATTCCTCACAGGCT |

**Additional file 2.**

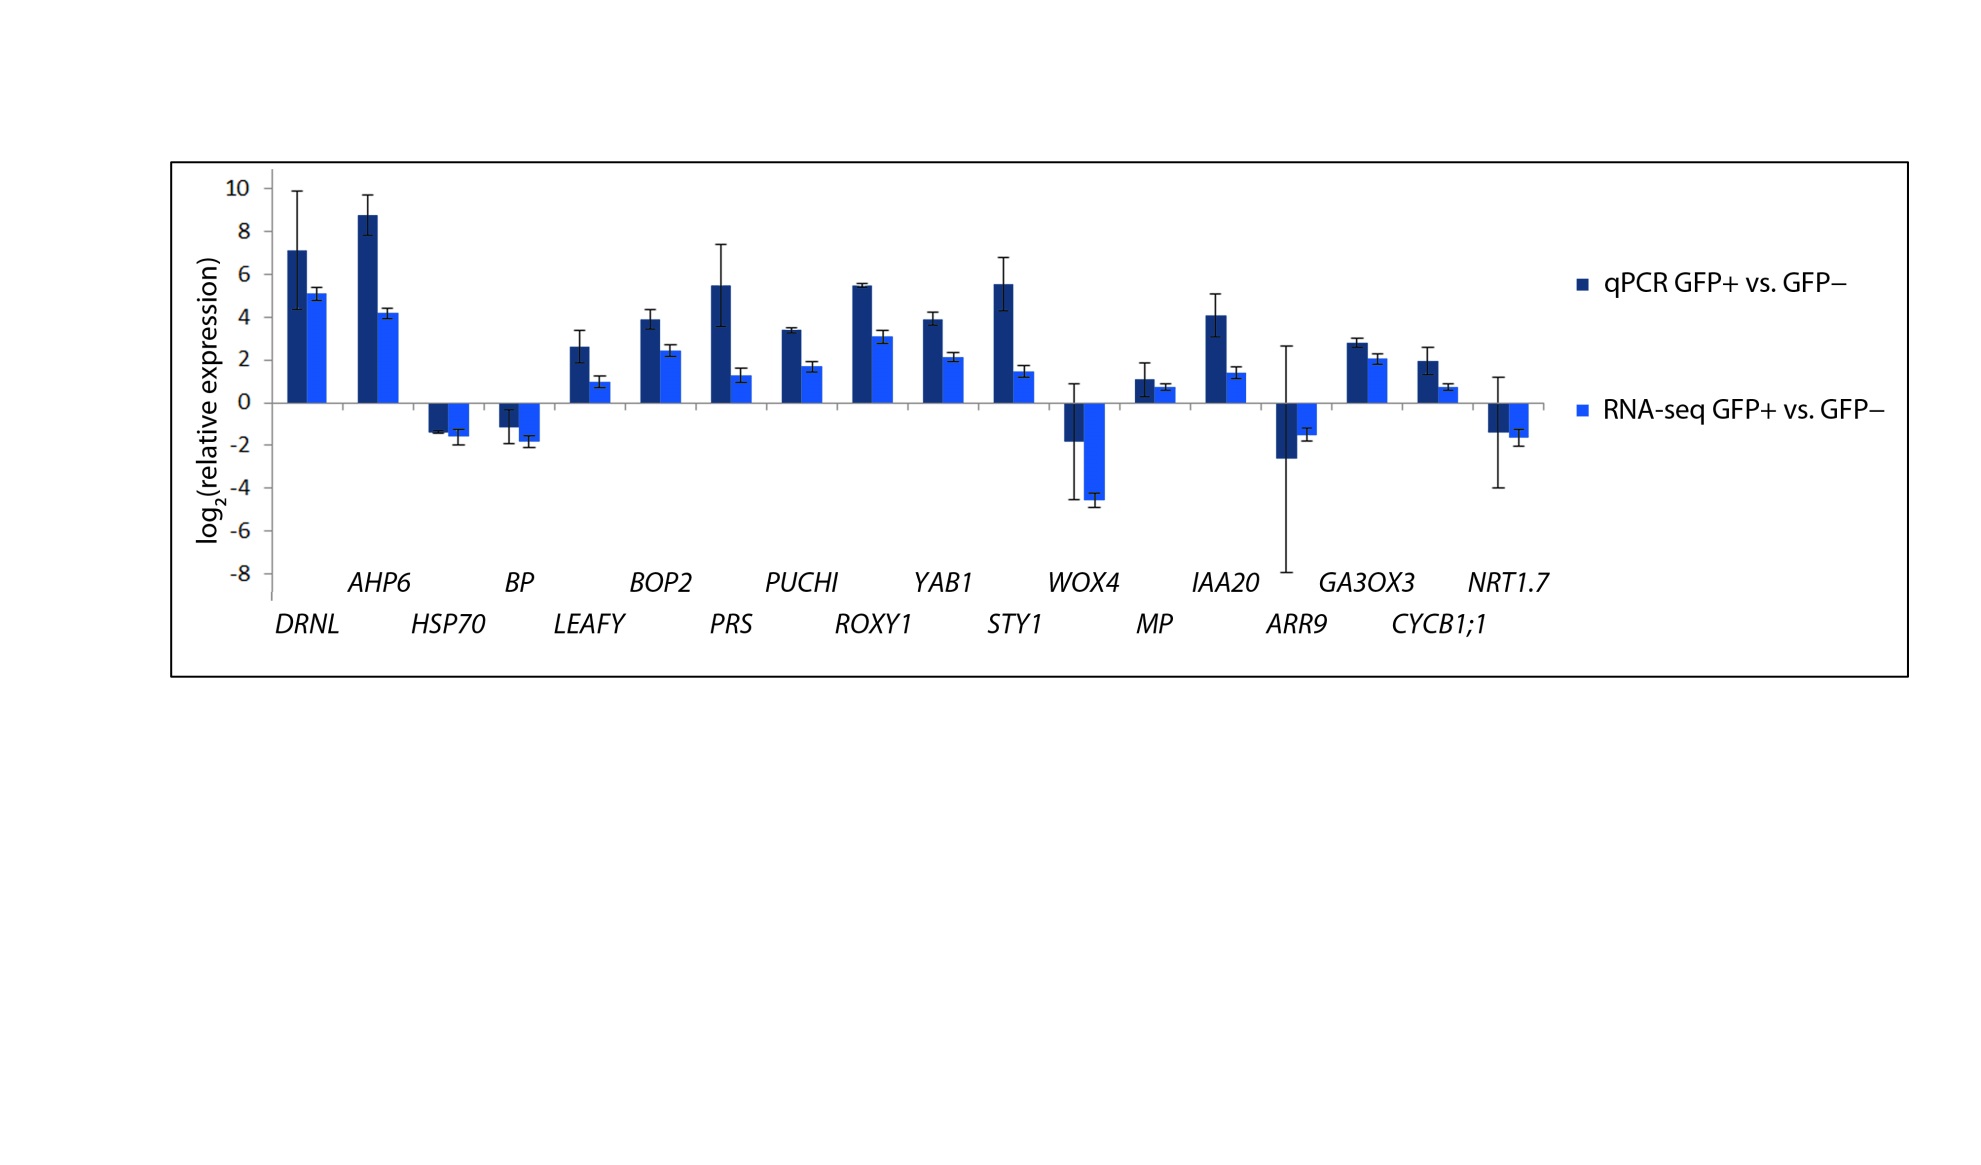

**Supplement:** Additional file 2: — Primer sequences and list of genes used for real-time PCR expression analysis.

How the deposited data were processed for this re-analysis (not part of the article)

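The values come from the files that the authors deposited with the study. For each of the 10 libraries (4 of GFP+ protoplasts, 4 of GFP− protoplasts and 2 of unsorted ap1 cal IM apices) the authors deposited FPKM computed with Cufflinks, and for each pair of groups the deposited tables hold the mean signal of each group as DESeq2 normalised counts (NRC), a signed fold (the score that ranks genes, shrunken by DESeq2) and a p-value. The authors' p-value is not said to be adjusted. The plants were grown in 16 h light and 8 h dark, and the paper gives 200 ng of RNA for the GFP+ and GFP− libraries. The authors processed reads with QuickNGS 1.2.0, FastQC, SAMtools, TopHat2, Cufflinks and DESeq2 on TAIR10, and the versions of the tools other than QuickNGS are not given in the sources used here. Raw reads were not used here, and qRT-PCR, microscopy and mature miRNA were not analysed here.

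The files list 33558 identifiers, of which 33279 are nuclear, 133 chloroplast and 146 mitochondrial genes. The 34 genes whose FPKM status was not OK in some library were left out, which the plan did not foresee, and the remaining 33524 entered. Locus codes were matched to the names in the paper, in the deposited files and then in the reference table, and 32816 were found in the reference table. Coordinates are those of TAIR10 in the deposited files, and the reference sequence was not used. Within groups the libraries correlated at r = 0.972 to 0.992 and between groups at 0.980 at most, and no pair of libraries shared more than 1 identical value above 0.

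Differences between groups were tested with limma 3.58.1 and statmod 1.5.0 in R 4.3.3 with data.table 1.17.8, on log2(FPKM + 0.1), with moderated variances that follow a trend and are robust to single genes. Genes with a mean FPKM of at least 0.2 over the libraries compared were tested, no further scaling was applied, and a gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a fold of at least 1.5. The 2 groups compared were fitted alone and without a block. A second fit of GFP+ against GFP− added the replicate number as a block. The pairing comes from the replicate numbers of the libraries and from the paper's statement that the protoplasts came from 4 preparative sorts, and it was checked on the values by whether libraries of the same number deviate together from their group means, with a correlation above 0.1 taken as pairing. The block is an alternative and not the first fit because the paper's methods name none. Apices carry no replicate number that joins them to a sort and were not paired.

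Gene lists were tested with camera at its preset correlation of 0.01, two-sided, adjusted over the lists with at least 3 tested members, and a list was called at an adjusted p of at most 0.05, a threshold that the plan did not give. Of 57 lists 52 could be tested. They hold gene families and pathways, groups of the paper's Table 1 and Additional file 1, groups that the paper names, marker genes of other tissues, the cell cycle, stress responses and genes grouped by their description in the deposited files. Beside each test stands the number of members called over all genes tested and adjusted over the list alone. GO categories of Fig. 4 were tested with a one-sided Fisher's exact test in the annotation of the deposited files, which covers 25530 genes and is shortened at 2000 characters in 13 genes. Only terms written for a gene were counted, and genes of narrower terms were not added to a category. The paper's tool works within the GO hierarchy, so its categories are larger sets and the results are not like for like. Where a single gene or a number of genes is the paper's claim, an exact permutation test over all 4 against 4 choices of libraries was added. It does not use the replicate numbers, although libraries of the same number deviate together.

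The genes named are those that the paper names in its results, Table 1, Fig. 6 and Additional files 1 and 2, whose values in the paper had been seen, then for each comparison the 10 named genes with the largest positive and the 10 with the largest negative log2 fold change among called genes with a mean FPKM of at least 1 and libraries that do not overlap, and for each list up to 4 tested members with the smallest adjusted p and any called member of the opposite direction. A gene that the rule or the paper would have brought in is not reported here.

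Depth was estimated from the spacing of low FPKM values in genes without introns, for fragments of 200 bases (150 to 250), with group medians of 32.5 M fragments (M, 10 to the power of 6) in GFP+, 25.9 in GFP− and 20.4 in apices. Libraries with known changes were simulated at the spread of the real ones, and limma found 84.8% of 4-fold, 20.9% of 2-fold and 1.49% of 1.5-fold changes between 4 and 4 libraries, with 1 false call among 21608 genes. With effects shared within a sort it found 90.9%, 31.3% and 1.49% without the block and 93.9%, 47.8% and 1.49% with it, and without such effects the block lowered the share found to 63.6%, 1.49% and 0%. False calls were 0 without and 4 with the block under shared effects, and 2 with the block in their absence. Only 66 or 67 genes were changed at each fold, fewer than the real fits called, so these shares need not hold there. A list raised on purpose was called and 0 of 20 unchanged lists were. The simulated genes varied independently of each other, so this cannot show how camera at its preset correlation fares where genes vary together.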

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

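The exact permutation tests of the organelle transcripts below were chosen after their values had been seen, and the comparison of single libraries follows a rule fixed earlier. In that comparison a library stands apart when its gap to the nearest library of its group, divided by the range of the group, exceeds the 95% critical value of Dixon's test for 4 samples. Of 528 groups of 4 libraries, over the genes named here, the lists and 3 totals, 11 had such a library, and chance sets apart about 1 in 20 groups, more than were found.

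GFP− replicate 1 stands apart most often. It had more *BARD1* (9.74 FPKM, the others 7.52 to 7.81), *BOP2* (10.9, the others 4.71 to 5.58), *GA2ox4* (8.35, the others 3.93 to 4.60), *GRF2* (11.5, the others 6.86 to 7.43) and *SDG4* (8.29, the others 7.61 to 7.72) than the other GFP− libraries, and a lower mean of the wounding and jasmonate list (7.68 in log2 FPKM, the others 7.89 to 7.92). Its level of *DRNL* was the lowest of the GFP− libraries, with 0.0724, 0.228, 0.201 and 0.219 FPKM in replicates 1 to 4. GFP− replicate 4 had more *BEE1* (2.47 FPKM, the others 1.10 to 1.25).

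GFP+ replicate 1 had more *YUC6* (0.617 FPKM, the others 0.339 to 0.343) and a higher mean of the meristem and floral markers of Table 1 (5.10 in log2 FPKM, the others 4.45 to 4.55). GFP+ replicate 4 had more genes at an FPKM of at least 1 (18430, the others 18180 to 18200) and a lower mean of the DNA methylation list (3.35 in log2 FPKM, the others 3.95 to 3.99). Without GFP+ replicate 4 limma called 178 genes higher in GFP+ protoplasts, against 90 with it.

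Transcripts of the organelles, which the paper left out of its comparisons, were lower in GFP+ protoplasts. The summed FPKM of chloroplast genes was 702.6 ± 222.8 in GFP− and 359.4 ± 108.4 in GFP+ protoplasts, and that of mitochondrial genes 540.6 ± 199.4 and 187.5 ± 82.3 (mean ± SD, n = 4 libraries each, exact permutation p = 0.0286 for each, the smallest that 4 against 4 libraries allow). In replicates 1 to 4 the chloroplast sums were 290.8, 468.3, 244.7 and 433.7 in GFP+ and 1011, 678.7, 640.1 and 480.6 in GFP−. The mitochondrial sums were 109.6, 123.1, 259.6 and 257.6 in GFP+ and 699.1, 722.7, 409.3 and 331.5 in GFP−. The gap was smallest in replicate 4 for both, and the permutation test does not use the replicate numbers. No explanation of this difference was tested.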

How the results depend on the processing

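The replicate block with a fold of at least 2, the block on sorts 3 and 4 alone, the block with an estimated correlation, the block for GO categories and the inclusion of genes of every FPKM status are tests added after the values were seen, and all other alternatives in this part, like the tests of genes and of lists, the gene threshold and the named-genes rule, were chosen before the data were examined, while the list threshold of 0.05 was not. At the estimated depths 10 fragments on 1500 bases give an FPKM of 0.173 to 0.388, so values below about 0.4 rest on a handful of fragments. The 2 libraries of apices give little hold on their spread.

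The number of genes changed between GFP+ and GFP− protoplasts (90 higher and 809 lower) depends on the block, the threshold and single libraries. With the replicate block it was 1077 higher and 2624 lower, with the block and median-of-ratios scaling 426 and 3107, with the block at a fold of at least 2 129 and 2022, and with the block on sorts 3 and 4 alone 955 and 2748. An unadjusted p gave 740 and 2071, an adjusted p of at most 0.05 with no fold minimum 1191 and 1943, a treat test against a fold of 1.5 16 and 351, a fold of at least 2 47 higher, all 10 libraries in 1 fit 209 higher, and quantile normalization 496 lower. The authors' deposited fold and p-value gave 712 and 2924, and with the p-value adjusted over the genes tested 566 and 2393. Leaving out 1 library gave 20 to 178 higher and 364 to 766 lower, lowest without GFP+ replicate 3 in both directions and highest for genes higher without GFP+ replicate 4. More genes were lower than higher under every alternative.

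Against apices, leaving out 1 library gave 1992 to 3501 higher and 1621 to 5072 lower in GFP+ and 1595 to 3496 higher and 303 to 5943 lower in GFP− protoplasts. Without apices a or b the lone library is assumed to vary like the protoplast libraries, and both counts of GFP+ (1992 and 1621 without a, 2079 and 1691 without b) and of GFP− protoplasts (1595 and 310, 1700 and 303) fell by more than 1.5 times, as did the genes lower in GFP− without GFP− replicate 3 (2189) and 4 (2475). In GFP+ against apices 7201 genes were lower at an adjusted p of at most 0.05 with no fold minimum, 2286 higher and 2244 lower in a treat test against a fold of 1.5, and 5439 higher with the authors' deposited fold and p-value (5235 adjusted). In GFP− against apices 1362 were lower after median-of-ratios scaling, 2468 at a fold of at least 2, 8148 at an adjusted p of at most 0.05 with no fold minimum, 2129 higher and 696 lower in a treat test, and 5849 higher with the authors' deposited fold and p-value (5606 adjusted).

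Camera called 20 lists higher and 13 lower in GFP+ against GFP−, and 0 and 0 with an estimated correlation, with or without the block. Against apices the estimated correlation left 0 higher and 0 lower in GFP+ and 1 higher and 0 lower in GFP−. The camera calls therefore rest on the preset correlation. Another test, fry, which does not compare a list with the other genes, called 20 higher and 13 lower in GFP+ against GFP−. They were not in every case the same lists. Of the GO categories of Fig. 4, 0 of higher genes and 2 of lower genes were called by Fisher's exact test, 1 of higher genes at a fold of at least 2, and 4 and 5 with the block. GFP− protoplasts had more expressed genes than GFP+ protoplasts at every minimum tried, while apices had more than GFP+ protoplasts at an FPKM of at least 1 (18306 and 18248) and 5 (15322 and 14964) and fewer at 0.1 (20855 and 21437) and 0.5 (19164 and 19294). The separation of GFP+ from GFP− libraries in the principal components kept its direction under the alternatives tried for it. The cause of these changes was not tested.

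Of the single genes named here the block added 81 calls, removed 2 and changed no other call. Median-of-ratios scaling added 6 and removed 2, quantile normalization added 6 and removed 13, and leaving out 1 protoplast library removed 8 (without GFP+ replicate 4) to 35 (without GFP+ replicate 3). Genes that changed sign were not called in either direction. After median-of-ratios scaling the log2 fold changes of *AFB3* −0.0323, *AFB5* −0.0601, *AHK2* −0.0345, *AHK3* −0.0846, *AHP2* −0.0657, *ARF10* −0.00773, *ARF16* −0.101, *ARR1* −0.0271, *ARR18* −0.0475, *DML2* −0.0940, *PIN6* −0.0172, *TOE2* −0.0850 changed sign, and after quantile normalization those of *AFB5* −0.0151, *AHK3* −0.0423, *ARR3* 0.364, *DML2* −0.00810, *SMZ* 0.404, *SNZ* 0.970. Signs also changed when 1 library was left out, with ranges of log2 fold changes in *AFB3* −0.0155 to 0.245, *AFB5* −0.0486 to 0.269, *AHK2* −0.0621 to 0.285, *ARF10* −0.0225 to 0.328, *ARF16* −0.107 to 0.228, *ARR18* −0.0171 to 0.246, *DML2* −0.121 to 0.282, *PIN6* −0.188 to 0.558, *SEP3* −0.306 to 1.19, *SNZ* −0.271 to 0.0449, *SPL9* −0.0823 to 0.538, *TOE2* −0.000126 to 0.155, *DRNL* (GFP+ against apices) −0.0903 to 0.198. The cause of these changes was not tested.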

Differences from the paper's values

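The replicate block on sorts 3 and 4 alone and the block at a fold of 2 are the tests in this part that were chosen after the values were seen. The paper states p ≤ 0.01 without saying whether p is adjusted, and the counts here use adjusted p-values at the same number and the same folds. The deposited DESeq2 p-values of GFP+ against GFP− are spread evenly in their upper range, with 1556 genes from 0.5 to 0.6 and 1450 from 0.9 to 1. That argues against an adjusted p, so the threshold here is the stricter one. Adjusting them lowers the genes at 0.01 or less from 6175 to 4134.

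In GFP+ against GFP− protoplasts the paper counts 718 genes higher and 3356 lower at a fold of 1.5, and here there were 90 and 809. Of the alternatives set before the data were examined, the replicate block (1077 and 2624), the authors' deposited fold and p-value over the genes tested here (712 and 2924) and the same with an adjusted p-value (566 and 2393) are within 1.5 times of both, an unadjusted p (740) of the first alone, and the block with median-of-ratios scaling (3107) of the second alone, and the others run at this fold are not. The block on sorts 3 and 4 alone, chosen after seeing the values, gives 955 and 2748 and drops 185 of the 712 and 825 of the 2924 calls of the authors' deposited table among the genes tested. At a fold of 2 the paper counts 109 and 2801, and here there were 47 and 795. The block (129 and 2022), the authors' deposited fold and p-value (105 and 2371), the same adjusted (91 and 2053) and the block with median-of-ratios scaling (75 and 2254) are within 1.5 times of both, quantile normalization (87), an unadjusted p (108) and the fit without GFP+ replicate 4 (74) of the first alone, and the others run at this fold are not. For GFP− protoplasts against apices the paper gives 11460 genes at p ≤ 0.01, and here there were 7423. An unadjusted p (10070), all 10 libraries in 1 fit (8824), the fit without GFP− replicate 1 (9885) the authors' deposited p-value (11000, and 10116 adjusted) and an adjusted p of at most 0.05 (4565 higher and 8148 lower) are within 1.5 times of it, and the other alternatives run without a fold minimum are not.

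For gene families the paper counts 14 Aux/IAA genes changed (5 here), 3 ARF genes changed (0 here), 5 gibberellin oxidase genes higher (2 here), 12 vascular genes lower (6 here), 10 epigenetic genes higher (1 here) and 10 miRNA loci lower (1 here). With the replicate block these are 11, 4, 4, 11 and 9, with an unadjusted p 12, 3, 4, 10 and 9, with the authors' deposited fold and p-value 14, 4, 4, 12 and 10, with the same adjusted 14, 3, 11 and 9 without the oxidases, and with the block and median-of-ratios scaling 13, 4, 11 and 8 without the oxidases, all within 1.5 times of the paper's. The other alternatives run for these counts are not. For the miRNA loci none that was run over the genes tested here is, with 5 as the highest, from the authors' deposited fold and p-value. Only 6 of the 11 genes of that group of Table 1 were tested, and over all 11, with *TAS3A* among them, the authors' deposited table has 9 lower. The paper gives at least 65 M mapped reads for each sample, and the lowest library here was estimated at 34.3 M reads if each fragment is a pair, for which no alternative was run.

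Of 93 fold changes that the paper prints for tested genes, all had the paper's sign here and 81 lay within 1 standard error on the log2 scale. The other 12, with the paper's fold and then the fold here, were *KNATM* (3.17 and 3.88), *BEE2* (lower by 3.97 and by 8.01), *IPT3* (−13.47 and −7.01), the loci of miR172d (−3.06 and −11.2), miR319b (−6.29 and −2.09) and miR172a (−21.01 and −10.5), *NST1* (−6.45 and −3.59), *VND6* (−7.53 and −5.21), *VND7* (−7.76 and −6.27), *XCP2* (−7.86 and −14.3), *WOX4* (−23.91 and −18.1) and *DML3* (−4.58 and −3.26). The loci of miR172d and miR319b had 0 FPKM in all GFP+ libraries, so their folds here are set by the pseudocount and are not exact values. A pseudocount of 1 brings *KNATM*, *BEE2*, miR172d and *XCP2* within 1 standard error, and a pseudocount of 0.01 miR319b, miR172a, *VND6*, *VND7*, *WOX4* and *DML3*. Median-of-ratios scaling does so for *KNATM*, *VND6*, *VND7* and *WOX4* and quantile normalization for *BEE2* and *XCP2*. The fit without GFP+ replicate 1 does so for *KNATM* and *VND6*, without GFP+ replicate 2 for *VND7* and *XCP2*, without GFP+ replicate 4 for *NST1* and *WOX4*, without GFP− replicate 1 for *KNATM*, *NST1* and *VND7*, without GFP− replicate 2 for *XCP2*, without GFP− replicate 3 for miR172d, *VND6*, *WOX4* and *DML3*, and without GFP− replicate 4 for miR172d, *VND6*, *VND7* and *WOX4*. The other alternatives, and all of them for *IPT3*, leave a difference.

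Of the 91 tested genes of Table 1, 27 were called here. Among the alternatives set before the data were examined, more than 30 of them were called with the replicate block (79), the block and median-of-ratios scaling (74), an unadjusted p (68), the authors' deposited fold and p-value (89, and 76 adjusted), all 10 libraries in 1 fit (36) and without GFP+ replicate 4 (31). The block on sorts 3 and 4 alone, chosen after seeing the values, called 78. Between 1 and 4 genes that were not called in the first fit were called with a pseudocount of 1, median-of-ratios scaling, quantile normalization, nuclear genes alone, and without GFP+ replicate 1 or 2 or GFP− replicate 1 or 4. The 12 genes called neither without nor with the block are *STM*, *JAG*, *PTL*, *BRL1*, *GA3ox1*, *SHI*, *XCP2*, *SDG35* (0.57, SE 0.22, adjusted p = 0.113 and 0.0116 with the block) and the loci of miR159b, miR172d, miR164b and miR319b.

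The paper describes *TDR/PXY*, *WOX4*, *VND6*, *VND7*, *XCP1*, *XCP2* and *NST1* as upregulated, and all had negative log2 fold changes here, as they have negative folds in its Table 1 (*XCP2* passing in neither fit, *TDR/PXY*, *XCP1* and *NST1* with the block alone). It reports *YUC2* and *YUC4* as downregulated, and here *YUC4* did not pass in either fit with a log2 fold change of 0.23, while *YUC6* was lower with the block. It reports the floral organ identity genes as not altered, and *AP3*, *AG* and *SEP2* were higher here with the block and not without it, with *SEP1*, *SEP3*, *SEP4* and *AP2* passing in neither. It groups *ARR11* with the type-B genes hardly affected, and *ARR11* was higher with the block while the other 6 did not pass. It reports type-A genes as mostly repressed, and 6 of 9 were lower with the block and 3 without it. It lists *IAA26* among the repressed Aux/IAA genes, and *IAA26* did not pass here in either fit, but did with the authors' deposited p-value. The paper finds no ARF gene changed at one place and 3 at another, and here 0 were called without the block and 4 with it.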

Other observations

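The tests of scaling, of other tissues, of protoplasting and of sort structure, the count of lists that the paper does not name and the correlation within sorts in this part were chosen after the result was seen, and the other tests of splits of the libraries and of the S-phase correlation before it. Photosynthesis genes, a GO category of Fig. 4 that the paper's text does not discuss, were lower in GFP+ protoplasts as a list of markers. None of 23 tested genes had a positive log2 fold change, with a median of −1.06 (camera adjusted p = 2.80e-08, 0.398 with an estimated correlation, and 1.73e-10 with the block), among them the light-harvesting gene *LHCB2.2* (28.4 ± 17.6 against 98.9 ± 42.4 FPKM), the photosystem I gene *PSAD1* (77.9 ± 23.8 against 165 ± 50.9) and the Calvin cycle gene *GAPB* (20.7 ± 10.6 against 59.6 ± 24.3; mean ± SD, n = 4 each). Limma called 0 of them without the block (21 lower at unadjusted p under 0.05) and 18 with it. The GO category held 5 of the genes lower in the first fit, where 6.94 are expected by chance (one-sided Fisher adjusted p = 1), and 66 with the block, where 22.5 are expected (adjusted p = 1.04e-15). *FAMA*, which drives guard cell differentiation, fell from 6.96 ± 2.62 to 0.591 ± 0.362 FPKM (log2 fold change −3.43, SE 0.42, adjusted p = 0.00151), and the peptide gene *EPF1* (0.329 against 2.03) passed with the block, while the stomatal list was called in limma's camera at adjusted p = 0.0115, 0.398 with an estimated correlation and 0.0565 with the block. The epidermal list stayed mixed, with 0 of 12 genes higher and 1 lower, the wax gene *CER1* (18.7 ± 8.44 against 51.1 ± 12.2 FPKM, log2 fold change −1.51, SE 0.28, adjusted p = 0.00962).

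Of the lists for GRF genes, ribosomal proteins and kinesins, each had a positive median. All 9 tested GRF genes had positive log2 fold changes with a median of 0.57 (camera adjusted p = 0.0115, 0.398 with an estimated correlation and 0.00509 with the block), and *GRF2* (16.8 against 8.19 FPKM), *GRF5* (52.1 against 26.1) and *GRF1* (31.0 against 17.7) passed with the block besides *GRF9*. Ribosomal protein genes had a median of 0.41 with 212 of 248 positive (0.27 after median-of-ratios scaling), and camera called them at adjusted p = 6.99e-09 (0.453 with an estimated correlation). Limma called 2 of them higher and 0 lower without the block and 26 and 1 with it. Kinesin genes had 16 of 17 positive and a median of 0.61 (camera adjusted p = 0.00132, 0.453 with an estimated correlation), 0 called without the block and 8 with it. In hormone metabolism the cytokinin genes *IPT3* (0.0687 ± 0.0765 against 1.05 ± 0.395 FPKM, log2 fold change −2.81, SE 0.44, adjusted p = 0.00441), which makes cytokinin, and *CKX4* (0.941 ± 0.268 against 2.67 ± 0.215, log2 fold change −1.44, SE 0.24, adjusted p = 0.00655), which degrades it, both fell, as did the auxin genes *GH3.9* (1.15 ± 0.483 against 7.97 ± 3.16, log2 fold change −2.70, SE 0.35, adjusted p = 0.00197) and *IAMT1* (1.84 ± 1.32 against 8.74 ± 2.81, log2 fold change −2.35, SE 0.43, adjusted p = 0.00917; mean ± SD, n = 4 each). The whole list of cytokinin metabolism genes was not called (camera adjusted p = 0.0867, 0.288 with an estimated correlation), and neither was the GH3 list (0.0788 and 0.453).

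More genes were lower than higher in GFP+ protoplasts, 8.99 times as many in the first fit, and the excess was smaller with the replicate block (2624 against 1077) and at an adjusted p of at most 0.05 with no fold minimum (1943 against 1191). Among 35 splits of the 8 libraries into 4 and 4 only 1, the real one, called as many genes, 899 against at most 7 in any other. That count says nothing of the direction of the calls. It does not exclude chance either, since libraries of the same number deviate together and the 35 splits are not interchangeable. The other 7 of the 8 splits that part every pair of the same number called at most 1 gene, and 8 splits are too few for a share under 0.05. The split with 7 calls parts sorts 1 and 2 from sorts 3 and 4. Scaling does not account for the pattern, since the ratio stayed at 4.39 and 15.6 under quantile normalization and median-of-ratios scaling. Of the lower genes 16.1% had at least 2 times more FPKM in GFP− protoplasts than in apices, where all genes tested had 22.5%, so most were not raised that far over apices. This cannot decide on a stronger response of GFP− cells to protoplasting. The paper's protoplasts came from superficial cell layers, so they differ from whole apices in tissue too. The stress lists themselves had higher medians against apices in GFP− than in GFP+ protoplasts. These log2 fold changes were 4.42 and 2.90 for heat and unfolded-protein stress and 5.14 and 4.67 for wounding and jasmonate response. Between the protoplasts camera called both lists lower in GFP+ (adjusted p = 2.09e-05 and 0.000141), and neither with an estimated correlation (adjusted p = 0.365 and 0.256). Limma called 0 of 12 and 2 of 28 of their genes lower without the block. Transcripts of other tissues in the GFP− sort may contribute, since 88.9% (719 of 809) were at least 2 times higher in apices than in GFP+ protoplasts, against 19.4% of all genes, but the GFP+ libraries enter both sides of that comparison and the same values would follow if founder cells silenced these genes, which no test here parts from it.

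DNA methylation genes had a higher list mean in GFP+ than in GFP− protoplasts in all 4 sorts, as had DNA replication genes. Of the 14 and 23 genes tested, 11 and 23 had positive log2 fold changes, and the first fit called 0 and 0. Camera called both lists at the preset correlation and neither with an estimated one (adjusted p = 0.398 and 0.310). GFP+ replicate 4 had the lowest mean of the methylation list among the GFP+ libraries (3.35 in log2 FPKM, the others 3.95 to 3.99), below those of GFP− replicates 1 and 3 (3.40 each). Scaling does not account for it, since the median log2 fold change of 0.79 became 0.65 and 0.71 under the 2 scalings. Whether a larger share of cells in S phase is the cause cannot be told apart from a separate regulation of DNA methylation. Over the 8 libraries the mean deviations of the 2 lists from their group means correlated at r = 0.545 (exact permutation p = 0.140), at the 72.7th percentile of 10000 random lists of like expression, and at 0.424 without the 2 libraries farthest from the median, and 8 libraries are too few to decide it. The GFP+ minus GFP− differences within the 4 sorts correlated at r = 0.987 (exact permutation p = 0.0417, the smallest that 4 sorts allow), at the 99.6th percentile of random lists of like expression, but random lists of like expression and fold had a median r of 0.790 with the replication list, and 0.987 lay at their 95th percentile. A rise in S-phase cells may account for it, as may a methylation program of its own, and no test here separates them.

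Libraries that share a replicate number deviate together from their group means. The floral organ gene *AG* is an example, at 12.1, 3.34, 28.6 and 34.4 FPKM in GFP+ replicates 1 to 4 and 4.66, 1.15, 16.8 and 25.6 in GFP−, and 2.74 and 5.29 in apices. Depth alone does not account for it, since libraries of different sorts and like depth correlated at a mean of 0.000693, against 0.465 for those of the same sort. A part played by depth is not excluded. Taking deviations from group means pulls the correlations of different sorts down. Pairs of like depth (1 with 2, 3 with 4) ran from −0.176 to 0.117 and pairs of unlike depth from −0.379 to 0.0197. The lowest correlation of a same-sort pair was 0.361 and the highest of the other pairs 0.117, and since these values are the pattern itself, which conditions shared within a sort produce it stays open. Of the gene lists 33 were called in the real split, more than in any of the other 34 splits (at most 31). That count holds lists that the study chose on these samples, so it is no test of chance. Of the lists that the paper does not name 21 were called in the real split and at most 20 in any other. A lead of 1 list, in a count chosen after the result was seen, does not exclude chance. Among the 8 splits that part every pair of the same number the other 7 called 31, 30, 26, 25, 8, 3 and 2 of all lists, and 8 splits are too few for a share under 0.05.

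*DRNL* was as high in whole apices as in GFP+ protoplasts although the paper describes its cells as a small part of the inflorescence, and the 2 levels were reported above with no test of the cause. Several loci overlap other annotated genes, among them *SPL3* (1.11 ± 0.921 against 9.06 ± 6.50 FPKM in GFP+ and GFP−, mean ± SD, n = 4 each, passing with the block alone, adjusted p = 0.0111 without it and 0.000180 with it), and FPKM cannot part the reads of such pairs.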
